# PC3T: a signature-driven predictor of chemical compounds for cellular transition

**DOI:** 10.1038/s42003-023-05225-y

**Published:** 2023-09-27

**Authors:** Lu Han, Bin Song, Peilin Zhang, Zhi Zhong, Yongxiang Zhang, Xiaochen Bo, Hongyang Wang, Yong Zhang, Xiuliang Cui, Wenxia Zhou

**Keywords:** Systems analysis, Predictive medicine, Reprogramming

## Abstract

Cellular transitions hold great promise in translational medicine research. However, therapeutic applications are limited by the low efficiency and safety concerns of using transcription factors. Small molecules provide a temporal and highly tunable approach to overcome these issues. Here, we present PC3T, a computational framework to enrich molecules that induce desired cellular transitions, and PC3T was able to consistently enrich small molecules that had been experimentally validated in both bulk and single-cell datasets. We then predicted small molecule reprogramming of fibroblasts into hepatic progenitor-like cells (HPLCs). The converted cells exhibited epithelial cell-like morphology and HPLC-like gene expression pattern. Hepatic functions were also observed, such as glycogen storage and lipid accumulation. Finally, we collected and manually curated a cell state transition resource containing 224 time-course gene expression datasets and 153 cell types. Our framework, together with the data resource, is freely available at http://pc3t.idrug.net.cn/. We believe that PC3T is a powerful tool to promote chemical-induced cell state transitions.

## Abstract (web summary)

PC3T is an in silico chemical screening pipeline to identify small-molecule treatments that induce cell state transitions for any given initial and terminal state or any intermediate state in the cell transition trajectory.

## Introduction

Cell state transition (reprogramming, differentiation and transdifferentiation) is one of the fundamental events in biology, and advances in the control and manipulation of cell identity enable the generation of desired cell types, which provide broad applications in disease modeling, drug discovery and regenerative medicine^1^. Currently, there are two main strategies to achieve cell fate conversion: (1) inducing lineage-specific transcription factors^2,3^ or (2) small-molecule stimulation^4–6^. However, the induction of exogenous transcription factors raises safe concerns for its clinical applications. In contrast, small molecules do not integrate into the genome and are highly controllable, easy to optimize, and standardize^7^, and, therefore, are promising solutions for the clinical application of cell lineage reprogramming. It is critical to screen small molecules that can induce the desired cell state transition.

Conventional phenotypic chemical screening always starts with a selected pool of compounds that target particular pathways or biological processes^8,9^. This strategy relies heavily on a priori understanding of the mechanism driving a desired cell state transition. Moreover, considering the large chemical space, the missing is inescapable because of the limited scale of the initial screening pool. Cell state transition is a dynamic process, and the identification of small molecules that promote intermediate stages in the trajectory path is important. Unfortunately, intermediate states are usually unstable and reversible, and their features are not well-characterized, which limits the use of traditional molecular screening methods.

Given that cell state transitions are associated with characteristic changes in gene expression profiles, we modeled the problem as identifying small molecules that induce similar changes and developed an in silico chemical screening pipeline, a signature-driven predictor of chemical compounds for cellular transition (PC3T). For any given initial and terminal states or any intermediate state in the cell transition trajectory, PC3T enriched candidates from among 20,768 molecules in the LINCS L1000 project database^10^ and ChemPert^11^. To validate the performance of PC3T, we applied our method to previously identified cell transitions mediated by small molecules and obtained correct predictions in most of the datasets. We then predicted and experimentally validated small molecules that convert fibroblasts into hepatic progenitor-like cells (HPLCs) and found that mouse embryonic fibroblasts (MEFs) exhibited epithelial cell-like morphology after treatment with carbidopa, LY-364747 or CHIR99021. Moreover, these molecules suppressed the expression of fibroblast-specific genes while inducing the expression of hepatocyte-specific genes. The converted cells exhibited hepatic functions, such as glycogen storage and lipid accumulation. Finally, we collected and manually curated a comprehensive time-series gene expression resource representative of the dynamic transition process and predicted the molecules inducing these changes. The datasets and online server of PC3T are freely available at http://pc3t.idrug.net.cn/. We believe that PC3T will be a valuable resource and useful server for both experimental and computational biologists who are interested in chemical-induced cell state transitions.

## Results

### Method overview

Here, we present a computational method to screen small chemical molecules that can induce desired cellular transitions. The method requires only gene expression profiles of the initial and desired cellular states. Therefore, our method can be applied to the transition between any pair of initial and query cell types, including novel cell transitions that have not been previously achieved, whether by transcription factors or chemical molecules.

In the first step of the method, we identified the differentially expressed genes (DEGs) as cell fate transition signatures (CFTSs) based on the expression profiles obtained during the transition process both on bulk and single-cell levels (Fig. 1a). The small-molecule profiles (SMPs) were derived from the LINCS L1000 database and ChemPert, which houses perturbation profiles of 20,768 molecules in 20 cell lines. We averaged all of the profiles for each molecule, and the profiles of each molecule associated with different doses and cell lines were categorized independently (Fig. 1b). Then, a similarity score matrix between the CFTSs and SMPs was calculated via gene set enrichment analysis (GSEA) (Fig. 1c)^12^, and the max value was used as the final similarity score for the molecule, which was considered a measure of its reprogramming potential after optimization (Fig. 1d). Finally, we ranked all the small molecules based on their similarity score to the CFTSs, and top-ranking molecules were expected to be candidates to induce the cell state transition (Fig. 1e).

**Fig. 1:**
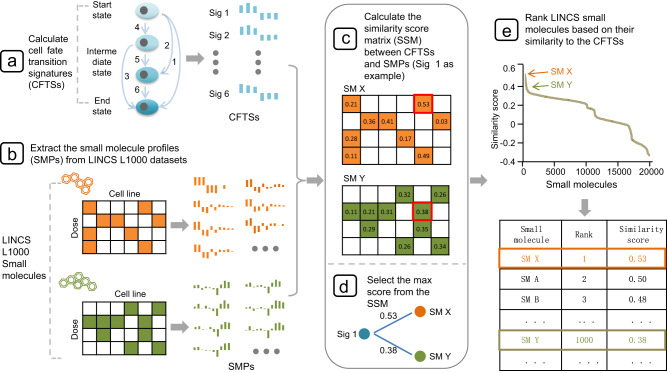
The schematic representation of the PC3T. **a** Differentially expressed genes (DEGs) as cell fate transition signatures (CFTSs) based on the expression profiles. **b** The small-molecule profiles (SMPs) were derived from the LINCS L1000 database and ChemPert. **c** The similarity score matrix between the CFTSs and SMPs was calculated via gene set enrichment analysis (GSEA). **d** The max value was used as the final similarity score for the molecule. **e** The rank of all the small molecules based on their similarity score to the CFTSs.

### Application to cell reprogramming from fibroblasts to iPSCs

Induced pluripotent stem cells (iPSCs) are an invaluable tool in regenerative medicine and are one of the most studied state transitions. In 2006, Yamanaka and colleagues induced iPSC from mouse embryonic or adult fibroblasts by introducing four factors, Oct3/4, Sox2, c-Myc, and Klf4 (OSKM)^3^. Since then, several methods have been proposed to achieve this process via either transcription factors or small molecules^5,13–15^. In this section, we applied PC3T to identify molecules that enhance the reprogramming of iPSCs, and the prediction was considered correct if the reported molecules ranked highly among all molecules. In this study, the top 5% molecules were considered as top-ranking molecules. We first selected three datasets of reprogramming of mouse iPSC from fibroblasts by transcription factors or small molecules (Fig. 2a)^6,16,17^. Multiple time points were included in these datasets (the average time point was 6.7), and the detailed information was in Supplementary Table 1. We called the cells of origin and those after transitioning as the initial cells and target cells, respectively, and calculated the similarity score of 20,401 molecules (Fig. 2b). We focused on seven molecules that had been reported to drive iPSC reprogramming, including forskolin, CHIR99021, Y-27632, VPA, tranylcypromine, AM-580 and EPZ004777. These seven molecules showed high similarity scores and ranked among the top in most of the datasets; the median ranks in the three datasets were 60,387 and 119. Target-based strategies were commonly used for molecular screening, and we compared the results obtained through PC3T with those obtained via the target-based method. A total of 3020 molecules with known targets were selected. As shown in Supplementary Fig. 1, the median ranks identified by PC3T in the three datasets were 45, 76 and 52; however, the median ranks identified by the target-based method in the three datasets were 1767, 1115 and 1575, which indicated that PC3T performed better than the target-based method.

**Fig. 2:**
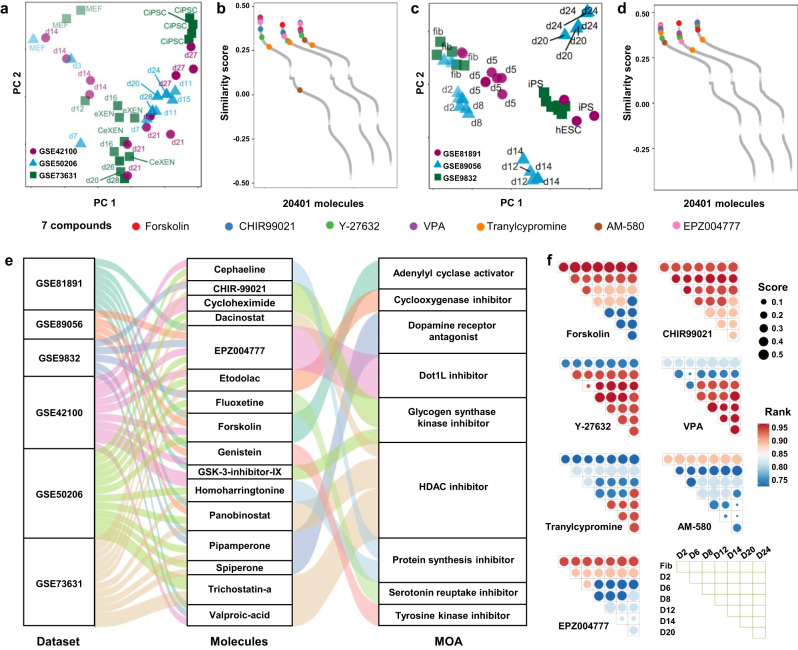
Application to cell reprogramming from fibroblasts to iPSCs in human and mouse. **a** PCA plot of three datasets of reprogrammed iPSC from fibroblasts in mouse. **b** The similarity scores for datasets in (**a**). **c** PCA plot of three datasets of reprogrammed iPSC from fibroblasts in human. **d** The similarity scores for datasets in (**c**). **e** The Sankey diagram of the associations of the datasets, top molecules and MOAs. **f** The bubble plot of the similarity score of molecules for different reprogramming stages.

We then applied PC3T to human reprogramming cells. Human somatic cells are refractory to chemical stimulation because of their stable epigenome^18^ and reduced plasticity;^19^ therefore, it is challenging to induce human iPSCs by chemical reprogramming. As shown in Fig. 2c, three datasets were selected^13,15,20^, and the average time point was 4.3 (Supplementary Table 1). The similarity scores of 20,401 molecules are shown in Fig. 2d. Identical results were obtained, and the median ranks of the seven molecules were 35, 159 and 105. Our results suggested that although difficult to achieve, reprograming human cells involves a similar mechanism to that identified in mouse cells, and PC3T can be used to predict molecules for both human and mouse cell reprogramming. We then compared the PC3T results with the target-based method results. As shown in Supplementary Fig. 2, the median ranks in the three datasets via PC3T were 34, 38 and 20; however, the median ranks identified by the target-based method in the three datasets were 2437, 1600 and 1756. Finally, we investigated the influence of the number of signature genes on the similarity scores. Using different numbers of signature genes (ranging from 50 to 300), we calculated the similarity scores for molecules in six datasets in three cell lines (the ASC, NPC and MCF3 cell lines). As shown in Supplementary Fig. 3a, the distribution of similarity score was influenced by signature size, therefore, we used uniform signature size in our study, and our pipeline was robust with respect to signature size, and the average correlation coefficients were higher than 0.8 when the signature size was 200 genes (Supplementary Fig. 3b). In view of the fold change of perturbation profiles (Supplementary Fig. 3c), we used the 200 most highly upregulated and downregulated genes as signatures in our study. PC3T calculated the similarity score using GSEA, which is a rank-based algorithm and performed well across datasets generated using different technologies (Supplementary Fig. 4).

In addition to the seven aforementioned molecules, we investigated other molecules with top rankings. The top 30 molecules in each of the six datasets were selected, and molecules with a known mechanism of action (MOA) were selected for further study (Supplementary Table 2). Sixteen molecules appeared in at least two datasets, as shown in Fig. 2e, among which five molecules were common to at least four datasets, including EPZ004777, forskolin, pipamperone, panobinostat and trichostatin-a. Four molecules were included in the reported cocktail, and the other 12 molecules were novel. Most of these molecules induced the up-expression of pluripotency and down-expression of fibroblast genes in the LINCS L1000 dataset (Supplementary Fig. 5). Further investigation to determine whether these molecules induce or enhance cell reprogramming of iPSCs is a worthy endeavor. Nine MOAs were involved, and the HDAC inhibitor, glycogen synthase kinase inhibitor, a Dot1L inhibitor and a Dopamine receptor antagonist were the top MOAs with most dataset-molecule pairs, indicating that these cellular pathways may play important roles during iPSC reprogramming. We found that molecules with the same MOA were inclined to be clustered together, such as cephaeline and homoharringtonine; dacinostat, panobinostat and trichostatin-a; CHIR-99021 and GSK-3-inhibitor-IX (Supplementary Fig. 6a). We further investigated the biological processes affected by these molecules using GSEA. As shown in Supplementary Fig. 6b, fibroblast-related processes were downregulated, such as fibroblast proliferation, wound healing, cell matrix adhesion, stress fiber assembly and actin filament organization. On the other hand, DNA modification and cell cycle processes were upregulated.

The gene profiles at different time points represent the transition trajectory. In addition to the origin and destination of cell transitions, PC3T can be used to predict molecules for any intermediate state pair. To illustrate this application, we used our previous dataset (GSE89056), which contained eight time points (Fig. 2c), and calculated the similarity score of the seven molecules for each time point combination. As shown in Fig. 2f, we found that the similarity scores of molecules varied by time course, which indicated that these molecules may mainly function in different transitional stages. We obtained gene signatures of different reprogramming stages^21^ and found that the fibroblast genes were downregulated by seven molecules, and other stage genes were upregulated differently (Supplementary Fig. 7a). We further calculated the mean fold change of gene signatures as signature score and found that CHIR99021 and tranylcypromine may participate in an early transition stage, while Y-27632, EPZ004777 and VPA may participate in a late transition stage (Supplementary Fig. 7b). The expression levels of VPA signatures in different time points, and the genes upregulated by VPA exhibited high expression levels at late reprogramming time points, while the genes downregulated by VPA exhibited low expression levels at late reprogramming time points (Supplementary Fig. 7c).

### Application to cell reprogramming of scRNA-seq data

Recently, single-cell analysis revealed a high-resolution landscape of cell transition trajectories and helped us discover rare but important mechanisms that had been masked in bulk analysis^22–24^. Hence, single-cell analysis has become a promising tool for use in cell fate transition studies. In this section, we described our efforts to determine whether PC3T was adequate for use with single-cell datasets. We first employed our method to scRNA-seq data obtained from OSKM-induced reprogramming cells (GSE118258)^25^. A UMAP clustering of the dynamic transition from parental BJ (c0-d0) to D16+ cells (c5-d16pos) is shown in Fig. 3a. Using markers (differentially expressed genes) in parental BJ and D16+ cells as the required signature genes, we calculated the similarity scores between molecular perturbation profiles and these signature genes. As shown in Fig. 3b, the seven molecules showed high similarity scores (ranging from 0.43 to 0.34) and rankings (ranging from 63 to 1479, median value is 620) among all the 20,401 molecules. Recently, the Deng group reprogrammed human fibroblasts into hCiPS cells via small molecules. The whole procedure was categorized into four stages, and 26 molecules were involved in the process^4^. As shown in Fig. 3c, all the cells were clustered into 13 groups (GSE178325). We used human adult adipose-derived mesenchymal stromal cells (hADSCs) as the initial cells and clusters of the end time point of each stage and hCiPSC as the target cells (c0-s1d0.5-d2, c1-s2, c2-s3-s4d4, c11-s4d10 and c12-hCiPSC); we thus calculated similarity scores of the LINCS molecules (Fig. 3d). Thirteen of the 26 molecules were found in LINCS data, and the median rank of the molecules involved at a specific stage were 529, 2905, 3670, 1946 and 1605 respectively. In particular, tranylcypromine (TPCA-1 inhibitor), SB590885 (B-Raf inhibitor) and PD-0325901 (MEK inhibitor) showed high similarity scores in different stages; however, their rank was lower than the example above, which may have been a result of many more molecules included in the chemical cocktail. In summary, our method can be used for molecular screening based on scRNA-seq data of cell state transition.

**Fig. 3:**
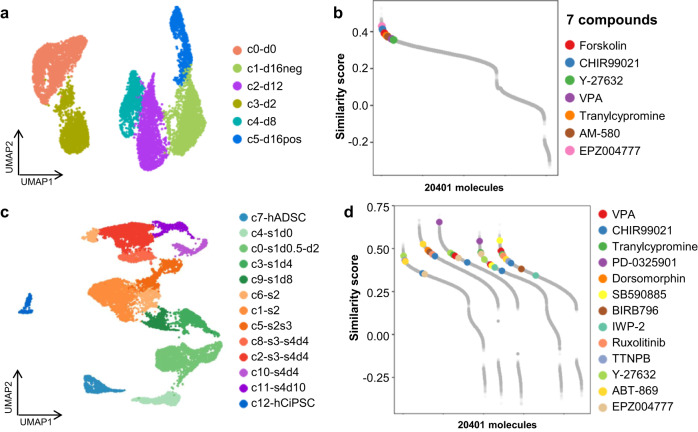
Application to cell reprogramming of single-cell data. **a** UMAP plot of the dynamic transition from fibroblasts to iPSC. **b** The similarity score of 20,401 molecules. **c** UMAP plot of integrated scRNA-seq profiles of the reprogramming early-stage samples. **d** The similarity scores of cell reprogramming using different reprogramming stages as target cells.

### Application to cell transition into neurons

Because of its limited regenerative ability, the mammalian central nervous system is a desirable target for assessing in vivo chemical reprogramming. It has been reported that different cell types can be converted into functional neurons^26–28^. In this section, we first applied PC3T to predict the chemical molecules that can reprogram fibroblasts and astrocytes into neurons directly. Li et al. developed a cocktail of small molecules that direct drove lineage reprogramming of mouse fibroblasts into functional neurons^27^. We used fibroblasts and the cells induced 19 days as initial cells and target cells respectively (GSE68715), and calculated the similarity score between the transition signatures and LINCS perturbation profiles. We focused on the similarity score of the FICB (forskolin, ISX9, CHIR99021 and IBET151) cocktail. As shown in Fig. 4a, these four molecules yielded high similarity scores (0.397, 0.414, 0.407 and 0.405, respectively) and top rankings (25, 9, 13 and 15) from among all 20401 LINCS molecules. We also noticed another molecule, SB431542, which enhanced the survival and neurite outgrowth of induced neurons but was dispensable for generating neuron generation. The similarity score of SB431542 was 0.321, and it ranked 1366 among all 20,401 molecules. Astrocytes are ideal targets for in vivo reprogramming because they are among the major cell types that respond, proliferate, and assemble to enclose necrotic lesions. The Deng group reprogrammed astrocytes into neurons using a chemically defined cocktail called DFICBY (DBcAMP, forskolin, ISX9, CHIR99021, IBET151, and Y-27632)^26^. We calculated the similarity score between the transition signatures (GSE164421) and molecular perturbation profiles. Five molecules in DFICBY were included in the LINCS dataset except for DBcAMP, and four of these five molecules (forskolin, ISX9, CHIR99021 and IBET151) exhibited high similarity scores (0.371, 0.422, 0.355 and 0.480) and top rankings (385, 58, 620 and 2) among all 20401 LINCS molecules, while the similarity score and rank of Y-27632 were 0.295 and 3740 respectively (Fig. 4b). As shown in Fig. 4c, fibroblast-specific genes and astrocyte-specific genes were downregulated during both the reprogramming procedure and molecular treatment, and neuron-specific genes were upregulated. Pluripotent stem cells are promising sources of cells for application in regenerative medicine. We applied PC3T to predict small molecules that lead to the directed differentiation of embryonic stem cells into neurons (GSE32658). Three molecules (purmorphamine, SB-431542, and LDN-193189) used by Sonja et al.^28^ exhibited high similarity scores (0.488, 0.479 and 0.431) and top rankings (122,169 and 923) (Fig. 4d). Collectively, our method consistently predicted chemical molecules that induced the transition of different cell types into neuron. Finally, we investigated the top-ranked molecules that were not included in the reported cocktail for each of the reprogramming procedures (Fig. 4e). Three HDAC inhibitors, panobinostat, trichostatin-a and apicidin, were enriched, and panobinostat and trichostatin-a were also predicted to be candidates for fibroblast to iPSC reprogramming (Fig. 2e). The potential role played by these molecules is worthy of further investigation.

**Fig. 4:**
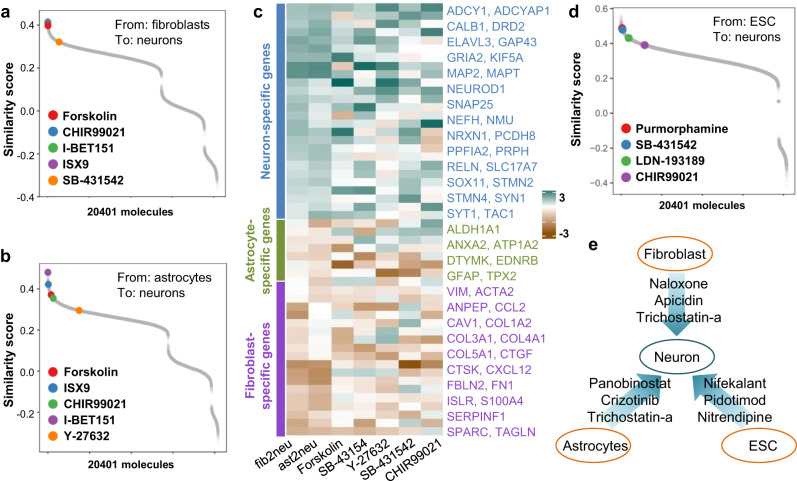
Application to cell transition into neurons. **a**, **b** The similarity scores for cell transition from fibroblasts to neurons (**a**) and from astrocytes to neurons (**b**). **c** Heatmap showing the expression of fibroblast-, astrocyte- and neuron-specific genes during cell transitions and molecule treatment. **d** The similarity scores of cell differentiation from ESC to neurons. **e** Top molecules for three cell transitions.

### Prediction and validation of small molecules inducing mouse fibroblast transdifferentiation into hepatic progenitor-like cells

In the previous sections, we applied our method to the cell station transitions that have been previously achieved via chemical induction to illustrate the performance of PC3T, which produced results consistent with the experimental data. In this section, we employed PC3T to screen molecules that induce the reprogramming of fibroblasts into hepatocytes. The liver is a pivotal organ for regulating many physiological processes, and the generation of surrogate hepatocytes is important to cell-based approaches in liver disease treatment and drug pharmacokinetics analysis^29^. The Hui group directly reprogrammed fibroblasts into functional and expandable hepatocytes both in mouse and human by introducing lineage-specific transcription factors^30,31^. The Deng group developed a two-step lineage reprogramming strategy by mimicking a natural regeneration route. Specifically, fibroblasts were first reprogrammed by hepatic transcription factors into proliferative human hepatic progenitor-like cells (hHPLCs), and then, the hHPLCs were chemically induced to become functionally competent hepatocytes^32^. In our study, using fibroblasts and hHPLCs as the source cells and target cells, respectively, we screened candidate molecules by PC3T. The similarity scores of all 20,401 molecules are shown in Fig. 5a, and the seven top molecules were chosen for experimental validation, including troglitazone, forskolin, valproic-acid, carbidopa, LY-364947, panobinostat and CHIR-99021 (Supplementary Table 3). We first investigated morphology changes induced by molecular treatment. As shown in Fig. 5b, MEFs treated with LY-364947, CHIR-99021, carbidopa or VPA displayed epithelial cell-like morphology. The expression of fibroblast genes such as Acta2 and Wisp2 was decreased in cells treated with these molecules, particularly forskolin, VPA, carbidopa, LY-364947 and CHIR-99021 (Fig. 5c, Supplementary Table 4). On the other hand, the expression of genes specific to hepatocytes, such as Alb, Hnf4α, Cyp1a1 and Cyp2a1, was increased in the treated cells (Fig. 5d, Supplementary Table 5). It was reported that hHPLC-derived resembled freshly isolated primary hepatocytes (F-PHHs) in cell identity and functionality hepatocytes^32^. Five of the seven molecules also derived the top-ranking (top 5%) using F-PHHs as target cells, including forskolin, carbidopa, LY-364947, panobinostat and CHIR-99021. According to the morphology and gene expression results, we chose three molecules for further study. The converted cells displayed hallmark hepatic functions, such as accumulation of fat droplets and glycogen synthesis (Fig. 5e). 

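RNA-seq was performed on mouse embryonic fibroblasts (MEFs) and on MEFs treated with carbidopa, LY-364947 or CHIR-99021 at 10 µM, with 2 libraries per group and 8 libraries in all. MEFs are primary connective tissue cells grown from mouse embryos. Carbidopa inhibits aromatic-L-amino-acid decarboxylase, LY-364947 inhibits the TGF-beta receptor, and CHIR-99021 inhibits the kinase GSK3, which activates Wnt signaling. The sample labels write LY-364747 for LY-364947, as does one sentence of the paper's introduction. The methods describe NEBNext Ultra libraries, whereas the labels name a SMARTER kit. The paper's text does not name the time of treatment for the RNA-seq. The authors mapped the reads with STAR to mm10, which is a mouse genome build although the methods call it human, and counted the reads on each gene with featureCounts. The counts were deposited without normalization. The paper's text does not name the annotation release or whether the counting used strand, so reads shared between near-identical or overlapping genes could be assigned to either.

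The MEF libraries held 15039566 and 17635923 counts, the carbidopa libraries 19991929 and 20504338, the LY-364947 libraries 17341994 and 17960556, and the CHIR-99021 libraries 16807175 and 16816370. The 10 most abundant genes took 10.1% and 10.5% of the counts in the MEF libraries and 6.34% to 8.55% in the treated libraries. This difference in composition was adjusted by TMM normalization in edgeR. Genes with too few counts for a test were removed by edgeR's filterByExpr, which left 15154 genes (30.0% of those listed). All 8 libraries were fitted together by edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. For clustering, counts were normalized by DESeq2's size factors, as in the paper's methods, and transformed as log2(normalized count + 1). The distance and the linkage are not named in the paper's text, so R's default settings were used (Euclidean distance, complete linkage). With 2 libraries per group, the spread of one group rests on a single difference between libraries. Counting error alone does not give that spread. Summed over genes, the counts of replicate libraries differed by 4.44 (MEF), 36.9 (carbidopa), 7.68 (LY-364947) and 9.59 (CHIR-99021) times the chi-square value that sampling noise gives. Abundant genes weigh most in this sum, so it does not describe genes of few reads.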

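The mean distance between a MEF library and a treated library was 139 (range 131 to 147). Libraries of different treatments lay 78.3 apart on average (range 51.4 to 91.2), which gives a ratio of 1.77. No other choice of 2 of the 8 libraries gave a ratio as large (one-sided exact permutation test, p = 0.0357, the smallest that the 28 choices allow). This p does not tell a change from none in these libraries, because 20 simulations of groups without any change gave the same p, with ratios of 1.03 to 1.06. The observed ratio lay above all of the simulated ones. Replicates of one group were on average 59.0 apart, and all other pairs of libraries 108, a ratio of 0.544 (one-sided exact permutation test over the 105 ways to part the libraries into pairs, p = 0.00952, the smallest they allow). The simulations without change gave 0.990 to 1.01 for this ratio, and a p under 0.05 in 2 of 20.

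At an adjusted p under 0.05, 5717 of the 15154 genes differed between carbidopa-treated cells and MEFs, 2732 of them higher and 2985 lower. With LY-364947, 2081 genes were higher and 2613 lower than in MEFs, and with CHIR-99021 2835 were higher and 3043 lower. CHIR-99021 differed from carbidopa in 2227 genes and from LY-364947 in 2143 genes. Only 2 genes differed between LY-364947 and carbidopa at this threshold, whereas 1367 had an unadjusted p under 0.05. These genes, named after their values were seen, were Actn4 and Col1a1. Both were higher with LY-364947, by a log2 fold change of 1.43 (standard error 0.11, adjusted p = 0.00199 from edgeR's quasi-likelihood test) and 1.54 (standard error 0.13, adjusted p = 0.00204). The alternative that moved this count most was the fit without a filter on low counts, which gave 329 genes. No gene passed when the fit held only the LY-364947 and carbidopa libraries, where 566 genes had an unadjusted p under 0.05.

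The changes from MEF were shared between treatments. Across the 15154 genes, which are not independent replicates, the log2 fold changes with carbidopa and LY-364947 had a Pearson correlation of 0.912 and a Spearman correlation of 0.853. For carbidopa and CHIR-99021 these were 0.843 and 0.789, and for LY-364947 and CHIR-99021 0.854 and 0.761. The comparisons use the same MEF libraries, and simulated groups without change gave Pearson correlations of 0.492 to 0.570. In all 3 treatments, 1303 genes were higher and 1943 lower than in MEFs, 40.7% of the 7980 genes that differed in any of them, against at most 1 gene per simulation. The paper clustered these libraries together with human libraries of an earlier study, which were not analysed here. It reports that the treated libraries lay close to HPLCs in that tree and apart from the fibroblasts (Fig. 5f).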

Hierarchical clustering revealed that converted cells clustered closely with HPLCs, but were distinct from MEFs and human embryonic fibroblasts (HEFs) (Fig. 5f). We then reduced the concentration of the molecular treatments by one-half (5 uM) and treated the MEFs. The changes we observed were consistent with the aforementioned changes in the expression of fibroblast and hepatocyte genes (Supplementary Fig. 8, Supplementary Tables 6 and 7). The robust performance of PC3T confirmed combining and optimizing these molecules, which is worthy of further investigation.

**Fig. 5:**
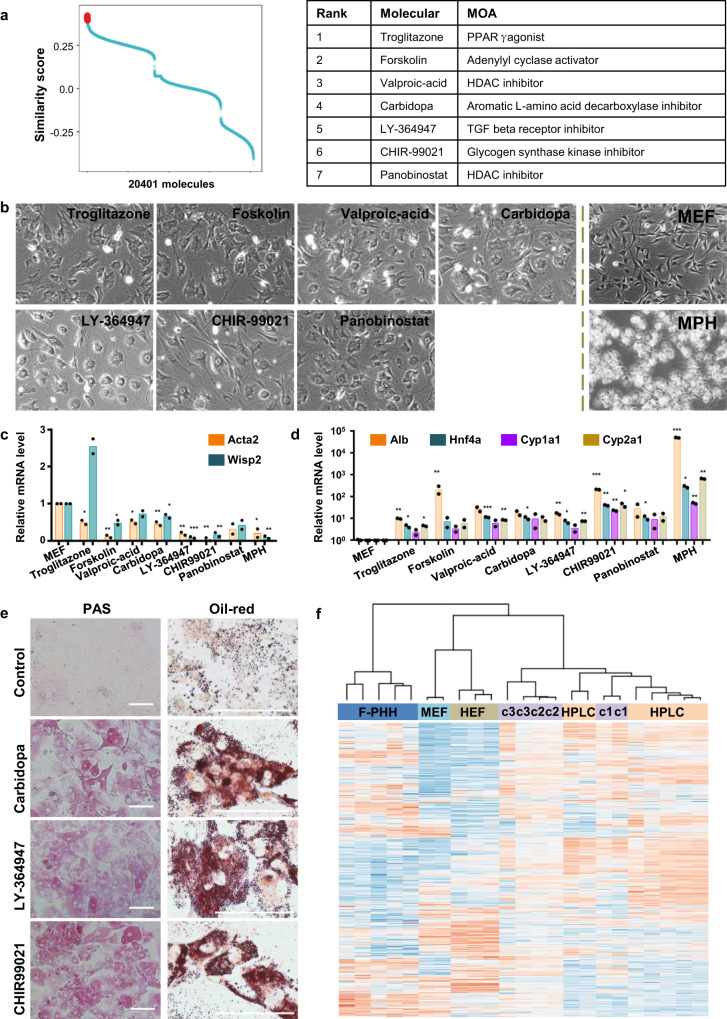
The prediction and validation of small molecules inducing mouse fibroblasts into hepatocytes. **a** The similarity scores (left) and top molecules (right) of cell transition from fibroblasts to hepatocytes. **b** Morphology of cells treated by seven molecules (left) and MEF and mouse primary hepatocyte (MPH) (right). Scale bar, 50 µM. **c**, **d** The expression of fibroblast-specific genes (**c**) and hepatocyte-specific genes (**d**) after molecules treatment (10 µM). There were two biologically independent samples. Statistical significance was determined with a two-tailed unpaired Student’s *t*-test, and the estimated effect size was determined using Cohen’s D (Supplementary Tables 4 and 5). Asterisks indicate *p*-values: *p < 0.05; **p < 0.01; ***p < 0.001. **e** Hepatic functions in converted cells: Oil Red O staining and PAS staining. Scale bar, 50 µM. **f** Hierarchical clustering of global gene expression of MEFs, converted cells treated by three molecules (c1: CHIR-99021, c2: LY-364947; c3: carbidopa), and HEF, F-PHH and HPLC from Deng group.

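Among the 8 mouse libraries, the MEF pair (57.5 apart) joined the 6 treated libraries last, at a distance of 147. The CHIR-99021 replicates joined each other at 56.1. Carbidopa replicate 2 first joined LY-364947 replicate 2, at 51.4, and LY-364947 replicate 1 followed at 56.3, so neither treatment formed a branch of its own. Carbidopa replicate 1 joined these libraries at 83.4. Its distance from carbidopa replicate 2 was 69.4, the widest of the replicate pairs. The LY-364947 replicates lay 52.8 apart, nearly the same as carbidopa replicate 2 and LY-364947 replicate 2. The treated libraries formed one branch at 91.2. The MEF libraries stood apart at the first split under every alternative tried and with any 1 library left out. The order within the treated libraries was less stable: the LY-364947 replicates joined each other first with the 2000 most variable genes and without carbidopa replicate 2. Carbidopa and LY-364947 libraries no longer formed a branch together without a filter on low counts or without CHIR-99021 replicate 1. The HEF, F-PHH and HPLC libraries were not analysed here.

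**Figure D1:**
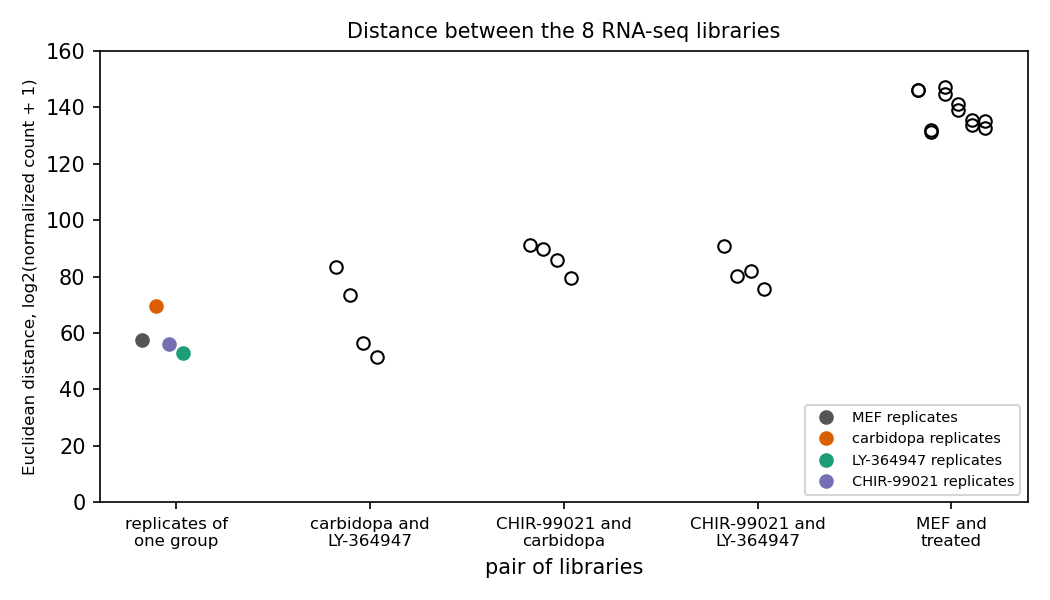
Euclidean distance of log2(normalized count + 1) between each pair of the 8 RNA-seq libraries (vertical axis, log2 units), by the kind of pair (horizontal axis); each point is a pair of libraries, and the filled points are the 4 replicate pairs. The distances between MEF and treated libraries lie between 131 and 147, above all others, and those between carbidopa and LY-364947 libraries (51.4 to 83.4) overlap with the replicate pairs (52.8 to 69.4).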

### Construction of resource and webserver

We previously presented an online resource with the time-course gene expression data during cell state transitions in bulk tissues of human and mouse^33^. With the rapid advances, an increase in successful cell fate reprogramming has been achieved in recent years. Moreover, public resources have accumulated large amounts of gene expression data, especially scRNA-seq data, characterizing the dynamic transition process. Herein, we utilized text mining to collect public datasets and manually curated them to provide concise experimental descriptions and annotations of the key transition time points for every sample in these datasets. In total, 224 datasets were collected, 132 with human data and 92 with mouse data (Table 1), and 153 cell types were included. The average time points were 5.18, 4.71 for human and 5.95 for mouse. These data offer a comprehensive roadmap to describe diverse cell state transitions. The landscapes of the cell state transitions in human and mouse deposited in PC3T was shown in Fig. 6a, b (Supplementary Table 8). Hence, the differentiation of embryonic stem cells and reprogramming of fibroblast into iPSCs have been the most widely studied transitions. Moreover, cell state transitions can be classified into different groups according to the similarity of their expression signatures (Fig. 6c, d). The upregulated and downregulated genes common to the same clusters are shown in Supplementary Figs. 9 and 10.

**Table 1:** Statistics of cell state transition datasets deposited in PC3T.

Species	Datasets	Cell types	Average time points
Human	132	98	4.71
Mouse	92	72	5.95
Total	224	153	5.18

**Fig. 6:**
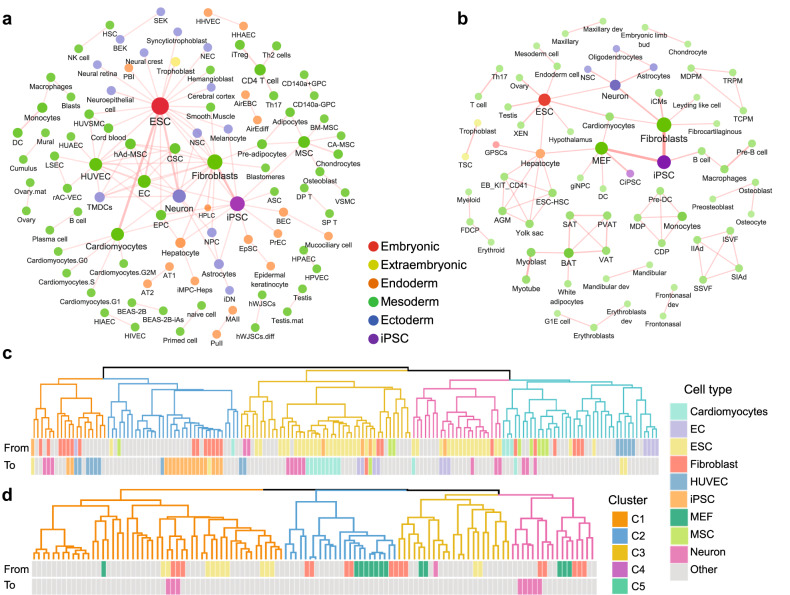
The construction of resource and webserver of PC3T. **a**, **b** The landscape of cell state transitions in human (**a**) and mouse (**b**). **c**, **d** The classification of cell state transitions according to the similarity of their signatures in human (**c**) and mouse (**d**).

In the previous sections, we confirmed the performance of PC3T using both computational and experimental results. To facilitate the application of PC3T, we constructed a webserver, which is freely available at http://pc3t.idrug.net.cn/. The online tool comprises LINCS perturbation gene profiles and cell fate reprogramming datasets collected to date. The powerful and user-friendly interface enables experimental researchers to predict and visualize the molecules for the given cell state transition in a flexible and diverse manner. PC3T also supports the query and download of gene expression profiles and signatures for a specific cell transition process. Finally, users are allowed to upload their custom time-series gene expression data for analysis.

## Discussion

Cell state transition has been a rapidly advancing field in recent decades^2,3,9,26,27,30^, and small molecules provide a temporal and highly tunable approach for the clinical application of cell reprogramming. Scalable throughput chemical screening has become an urgent challenge, which is currently limited by the cost of exhaustive experimental testing of plausible sets of molecules, and in silico methods are urgently needed. Inspired by the connectivity map (CMap) concept^34,35^, we used the changes in gene expression profiles as indicators reflecting the underlying mechanisms of cell state transitions and developed PC3T, an unbiased molecular screening for cell transitions. PC3T used the LINCS chemical pool, which is more comprehensive than the conventional phenotype-based chemical pool used for screening. Moreover, PC3T does not rely on expert knowledge of lineage-specific genes or pathways.

To illustrate the performance of PC3T, we applied our method to cell state transitions that have been achieved via small-molecule treatment. Three main types of transitions were used to evaluate PC3T: cellular reprogramming^6,13,15–17,20^, differentiation^28^ and transdifferentiation^26,27^. The results showed that our method consistently enriched small molecules that had been experimentally validated regardless of the induction condition. Moreover, PC3T performed well with scRNA-seq data of chemical-induced reprogramming^4,25^. Focusing on the dynamic intermediate states also distinguishes PC3T from similar methods^36^.

We further predicted small molecules that reprogrammed MEFs into HPLCs. Four molecules that induced changes in the morphology and expression of fibroblast genes and hepatocyte genes were enriched: carbidopa, CHIR-99021 and LY-364947. MEFs treated by these molecules exhibited HPLC-like gene expression profiles and hepatic functions. 

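In the RNA-seq data, Acta2 (ENSMUSG00000035783, chromosome 19 of mm10, 34241090 to 34255590), which encodes smooth muscle actin, had 36868 ± 2415 normalized counts in MEFs (SD, n = 2 here and below). It had 1620 ± 15.7 with carbidopa, 1850 ± 259 with LY-364947 and 2043 ± 499 with CHIR-99021. The log2 fold changes were -4.51 (standard error 0.18, adjusted p = 4.52e-08 from edgeR's quasi-likelihood test), -4.32 (0.18, 5.70e-08) and -4.17 (0.18, 6.48e-08). With each library left out in turn they stayed between -4.58 and -3.94. Wisp2 (now named Ccn5; ENSMUSG00000027656, chromosome 2, 163820861 to 163833146) had 296 ± 5.25 normalized counts in MEFs, 4.19 ± 1.21 with carbidopa, 11.2 ± 0.273 with LY-364947 and 17.0 ± 3.74 with CHIR-99021. Its log2 fold changes were -6.10 (0.29, 1.21e-07), -4.71 (0.25, 3.22e-07) and -4.11 (0.24, 5.41e-07). With each library left out in turn, those of Wisp2 ran from -6.42 to -5.84 with carbidopa, -4.73 to -4.68 with LY-364947 and -4.35 to -3.90 with CHIR-99021. Of 30 fibroblast genes listed in advance, Acta2 and Wisp2 included, 24 were lower in each treatment, while 2, 2 and 3 were higher. Adjusted over the list alone, the lower genes were again 24 and the higher ones 3, 2 and 3. The median log2 fold change of the list was -1.49 with carbidopa, -1.17 with LY-364947 and -1.25 with CHIR-99021 (limma's camera, adjusted p = 5.18e-12, 2.94e-12 and 5.52e-12). The call held under fry and under an estimated inter-gene correlation (adjusted p = 3.38e-06 and 0.00762 in each treatment).

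Hepatocyte genes were barely detected. Alb (ENSMUSG00000029368, chromosome 5, 90460897 to 90476602) had 2 and 0 reads in the MEF libraries. It had 5 and 8 with carbidopa, 8 and 10 with LY-364947 and 6 and 7 with CHIR-99021. Since both MEF libraries are within the 3 reads that a count of 0 allows, its fold is a lower bound, at least 1.36-fold, 2.20-fold and 1.68-fold higher. Hnf4a (ENSMUSG00000017950, chromosome 2, 163506808 to 163572910) had 1 and 2 reads in the MEF libraries, and 6 and 7, 10 and 9, and 7 and 8 in the treated libraries, at least 1.36-fold, 2.33-fold and 1.94-fold higher. These bounds leave out the counting error of the treated reads. With carbidopa, the exact 95% confidence interval of the ratio of pooled reads reaches below 1 for both genes, so no rise is not excluded. Neither gene had enough counts for the main test. Without a filter, edgeR's quasi-likelihood test gave adjusted p = 0.207, 0.0569 and 0.122 for Alb and 0.348, 0.0870 and 0.139 for Hnf4a, so neither gene was called. Cyp1a1 (ENSMUSG00000032315, chromosome 9, 57687928 to 57703824) had 4 and 0 reads in the MEF libraries, 13 and 3 with carbidopa, 10 and 9 with LY-364947 and 7 and 12 with CHIR-99021. Its log2 fold changes were 1.38 (standard error 1.07, adjusted p = 0.329), 1.85 (1.03, 0.209) and 1.93 (1.03, 0.166) and did not pass the threshold. They rest on single libraries, and the change with carbidopa was 0.01 without carbidopa replicate 1. Without MEF replicate 1 no MEF read is left, so the fitted values of 5.82, 6.28 and 6.36 are no measured folds. Cyp1a1 shares 2.32% of its 75-base words with Cyp1a2, so a few of its reads could belong to that gene. No gene is listed as Cyp2a1. Of the mouse Cyp2a genes, Cyp2a5 and Cyp2a12 had 0 reads in every library, which allows up to 3 reads, and Cyp2a4 had 3 and 1 in MEFs and 3 to 8 in treated cells.

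Of 35 hepatocyte genes listed in advance, only Trf, which encodes transferrin, passed the filter. Its log2 fold change was 0.80 with carbidopa (standard error 0.24, adjusted p = 0.0231 from edgeR's quasi-likelihood test), 0.54 with LY-364947 (0.24, 0.120) and -0.61 with CHIR-99021 (0.26, 0.0838). The last was -1.01 without CHIR-99021 replicate 1 and -0.31 without CHIR-99021 replicate 2. The other 34 genes together had 21 reads in each MEF library (1.56 and 1.35 CPM) and 45 to 64 in the treated libraries (2.35 to 3.42 CPM). Of 21 hepatic progenitor and epithelial genes, 9 could be tested. Their median log2 fold changes were 0.33, 0.51 and 0.11 with carbidopa, LY-364947 and CHIR-99021, and none passed camera (adjusted p = 0.879, 0.936 and 0.879). The first was 0.52 without carbidopa replicate 1 and 0.11 without replicate 2. The value for LY-364947 was 0.19 without MEF replicate 1 and 0.27 without LY-364947 replicate 2. That for CHIR-99021 was -0.22 without CHIR-99021 replicate 1 and 0.38 without replicate 2. Single genes of this list went both ways. Krt19 was higher with carbidopa by 2.48 on the log2 scale (standard error 0.30, adjusted p = 1.14e-04 from edgeR), and Krt18 with CHIR-99021 by 2.37 (0.40, 0.00101). Only the carbidopa libraries held reads on Krt1, another keratin gene (58 and 91). Skin cells or their RNA are therefore not excluded as a source of the Krt19 reads there. Cldn4 was at least 8.42-fold higher with CHIR-99021. Spp1 was lower in all 3 treatments, by -1.43, -1.84 and -1.52.

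**Figure D2:**
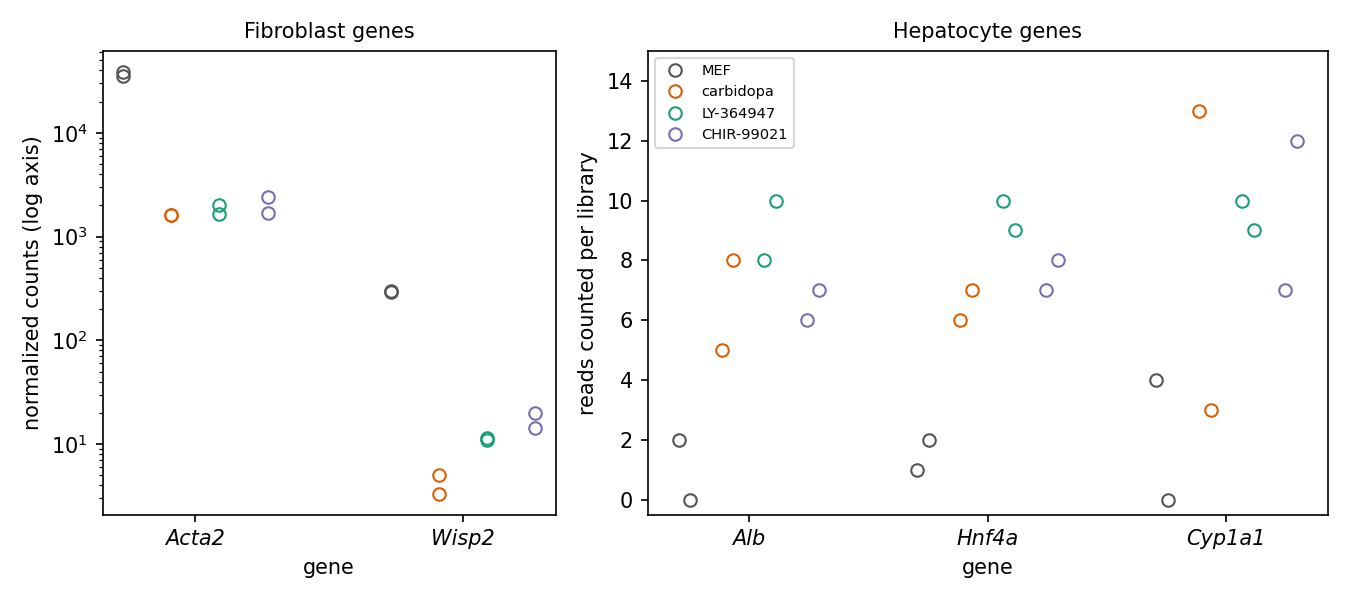
Normalized counts of Acta2 and Wisp2 (left, log axis) and reads counted on Alb, Hnf4a and Cyp1a1 (right, linear axis) in each of the 8 libraries; each circle is a library, colored by group. Acta2 and Wisp2 are higher in both MEF libraries than in every treated library, and no library has more than 13 reads on a hepatocyte gene shown.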

CHIR-99021 has been reported to reprogram fibroblasts into iPSCs and other cell types^37^. LY-364947 is a TGF-beta 1 receptor inhibitor, and the anti-fibrotic effect of LY-364947 has been previously reported in silicosis treatment^38^, proliferative vitreoretinopathy prevention^39^, and central nervous system injury^40^. Carbidopa is an aromatic-L-amino-acid decarboxylase inhibitor. It is used in Parkinson’s disease to reduce peripheral adverse effects of levodopa^41^. Their roles in cell fate reprogramming are worthy of further investigation.

With the rapid development of cell fate reprogramming, a large amount of datasets have been accumulated, with single-cell data in particular. We therefore collected and manually curated 224 time-course gene expression datasets during cell state transition, including 153 cell types, and the resource is freely available in our PC3T. These datasets not only provide valuable resources to characterize the complicated transition trajectory path but also suggest the barriers that must be overcome during reprogramming^25^.

There are several limitations that need to be further addressed. First, our screening pool was limited to molecules for which transcriptional profiles had already been experimentally assessed. Fortunately, cost-effective sequencing methods have been developed, such as DRUG-seq^42^ and sci-Plex^43^, which enable researchers to derive massive chemical transcriptomics at a very low cost. In addition, machine learning algorithms have been proposed to generate perturbation transcriptional profiles relying only on chemical formulas^44^. These experimental and computational methods will largely increase the utility of our approach. In addition, DEGs were used as signatures in our current pipeline, and other algorithms identifying driver regulators of cell fate decisions, especially with single-cell data^45,46^, can be integrated as options in further iterations of PC3T.

In summary, this study presented an in silico screening framework to enrich small molecules that induce cell state transitions, and these molecules could be promising candidates to induce and enhance cell transition. We believe that PC3T will be a powerful server and resource to promote chemical-induced reprogramming.

## Methods

### Bulk data

P3CT first identified the change in gene expression between the required cell transition states. For bulk tissue data, the processed series matrix file was retrieved from the GEO, and the probe IDs were converted to Refseq IDs with Brainarray Chip Description Files (CDFs). We identified the fold change required using the limma R package and converted the gene IDs into Entrez IDs using the clusterProfiler R package^47^.

### Single-cell data

For scRNA-seq data, the preliminary filtered data generated from Cell Ranger were used for downstream analysis. Single-cell data were processed for dimension reduction and unsupervised clustering by following the workflow in Seurat^48^. In brief, 2000 highly variable genes were selected by using Seurat “FindVariableGenes” function. Then, the principal component analysis (PCA) matrix with 30 components was calculated to perform clustering and uniform manifold approximation and projection (UMAP) dimensionality reduction. All of the cells were clustered using the “FindClusters” function with a resolution of 0.2. We used the “FindAllMarkers” function based on normalized data to identify DEGs, and the *p*-value was adjusted using Bonferroni correction based on the total number of genes in the dataset.

Finally, the homologs gene mapping between human and mouse was conducted using biomaRt R package^49^.

### Molecular perturbation gene profiles

The L1000 data were obtained from the Library of Integrated Network-based Cellular Signatures (LINCS) project^10^. The LINCS perturbation response transcriptional profiles were generated using the L1000 assay, which is a high-throughput bead-based assay that measures the expression of 978 representative landmark transcripts^10^. Level 4 plate-normalized data in the March 2017 datasets were downloaded from the LINCS Data Portal [http://lincsportal.ccs.miami.edu/datasets/#/view/LDS-1372]. An additional preprocessing step was performed for all gct and gctx files by using the “parse.gctx” function in the “cmapR” R package. Gene expression profiles were aggregated for samples on the basis of molecule and cell line (technical/biological replicates of the small molecule). We also integrated transcriptional profiles in response to perturbations across non-cancer cell types from ChemPert^11^.

### GSEA

The similarity score was calculated using gene set enrichment analysis (GSEA), which was initially proposed by Lamb et al.^34^. Briefly, a nonparametric, rank-based pattern-matching strategy based on the Kolmogorov-Smirnov (KS) statistic was used to assess the enrichment of disease genes in a ranked drug gene expression list^12^. The “fgsea” package was employed to calculate the similarity score, which ranged from −1 to 1. A high positive score indicates an obverse relationship between the cell transition and the molecular treatment, while a low negative score indicates a reverse relationship between them. The enrichment score of upregulated signature (ES_up_) and downregulated signature (ES_dn_) were calculated respectively, and the final similarity score was calculated using the formula 1 as below:

1 $${{{{{\rm{similarity\; score}}}}}}=\frac{{{ES}}_{{up}}-{{ES}}_{{dn}}}{2}$$

### Target-based score

The target-based method is commonly used in drug development. In this study, we assumed that when the expression of a gene was downregulated during the cell transition, the molecules targeting this gene induced a cell transition. A total of 3020 molecules with known targets were selected from the LINCS datasets. For a given cell transition, we first ranked the gene list according to the fold change (from highest to lowest) and then calculated the target-based score of a molecule for the given cell transition using the formula 2 as below:

2 $${{{{{\rm{target}}}}}}-{{{{{\rm{based\; score}}}}}}=\frac{\frac{1}{{{{{{\rm{M}}}}}}}{\sum }_{1}^{{{{{{\rm{M}}}}}}}{{{{{{\rm{R}}}}}}}_{{{{{{\rm{m}}}}}}}}{{{{{{{\rm{N}}}}}}}_{{{{{{\rm{cell}}}}}}}}$$

where M is the number of targets of the molecular, R_i_ is the rank of target m in the ranked gene list, and N_cell_ is the length of the ranked gene list.

### Isolation and culture of Mouse embryonic fibroblasts and mouse primary hepatocytes

MEFs were isolated from E13.5 embryos of a C57BL/6J mouse (GemPharmatech Co. Ltd. Nanjing). The head, tail, limbs and internal organs were removed, and the rest tissues were cut into pieces and digested with 0.05% trypsin into single-cell suspensions. MEFs were cultured in DMEM plus 10% FBS (Bioind) and 100 units/ml penicillin as well as 100 μg/ml streptomycin (Gibco) at 37 °C with 5% CO_2_. The passage 3 to passage 5 of MEFs were used for the examination of chemicals effect. MPHs from C57BL/6J mice were isolated according to a previous protocol^50^. In brief, MPHs were isolated using the collagenase IV (1 mg/ml, Worthington) perfusion method. Then the cell suspension was filtered by a 70-μm cell strainer (Falcon) to obtain a single-cell suspension. Blood cells and dead cells as well as cell debris were discarded through centrifuge at 50 × g for 2 min. The isolated primary MPHs were then plated into tissue culture dishes coated by rat tail collagen and cultured in DMEM plus 10%FBS for 4 h. The medium was replaced by DMEM plus N2/B27 supplement (Gibco, N2 supplement, 17502-048; B27 supplement, 17504044) for MPHs maintenance.

### The experiment procedure of MEFs treated by molecules

For this, 0.5 × 10^6^ P3-P5 MEFs were plated onto 6 cm cell culture dishes and cultured in DMEM supplemented with 10% FBS, 100 units/ml penicillin, and 100 μg/ml streptomycin (Gibco) at 37 °C with 5% CO_2_ for 2 h for attachment. After 2 h, molecule was added to the culture medium at dosages of 5 and 10 μM to treat the MEFs. The culture medium was changed every 3 days while the molecule was continuing to treat the MEFs. The PAS staining system was purchased from Sigma-Aldrich. Cultures were fixed with 4% paraformaldehyde (DingGuo) and stained according to the manufacturer’s instructions. Lipid detection was performed with a Lipid (Oil Red O) Staining Kit (Sigma) according to the manufacturer’s instructions.

### RNA sequencing and bioinformatics analysis

We performed RNA-seq for MEFs, and cells treated by carbidopa, LY-364947 and CHIR-99021. Total RNA was isolated using the RNeasyMini kit (QIAGEN). RNA sequencing libraries were prepared using the NEBNext UltraTM RNA Library Prep kit for Illumina (NEB, USA) following the manufacturer’s recommendations. The fragmented and randomly primed 150-bp paired-end libraries were sequenced on Illumina Novaseq 6000 platform. The generated sequencing reads were mapped against the human genome build mm10 using STAR(v2.4.2a)^51^, and the read counts for each gene were calculated using featureCounts. Gene expression was normalized by DESeq2. Unsupervised hierarchical clustering of RNA-seq data was conducted by the hclust package in R (R 3.4.3). The RNA sequencing data are available in the Gene Expression Omnibus (GEO) under the accession number GSE231967.

### Real-time PCR assay

The seven small-molecule compounds were purchased from Topscience (China); the CAS ID and product ID are in Supplementary Table 3. MEFs were treated with chemicals for 7 days, and total RNA was isolated using the RNeasy Micro Kit (QIAGEN). RNA was converted to cDNA using First-Strand Synthesis SuperMix for quantitative real-time PCR (qRT-PCR) (INVITROGEN). PCR was carried out using Power SYBR Green PCR Kit (Applied Biosystems, Foster City, CA) and a LightCycler 96 Real-Time PCR System (Roche, Mannheim, Germany). The data were analyzed using the 2^−ΔΔCt^ method. The primers were listed in Supplementary Table 9.

### Statistics and reproducibility

All statistical tests used, sample sizes, and the number of replicates are described in the corresponding methods.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The raw data and the processed data in the RNA-seq analysis were deposited in the GEO (GSE231967). Source data for the graphs in the main figures are available as supplementary data, and any remaining information can be obtained from the corresponding author upon reasonable request.

# Supplementary material for: PC3T: a signature-driven predictor of chemical compounds for cellular transition
**Source:** Commun Biol. 2023 Sep 27;6:989. doi: 10.1038/s42003-023-05225-y
**Supplement:** Supplementary file 1 — Supplementary Information

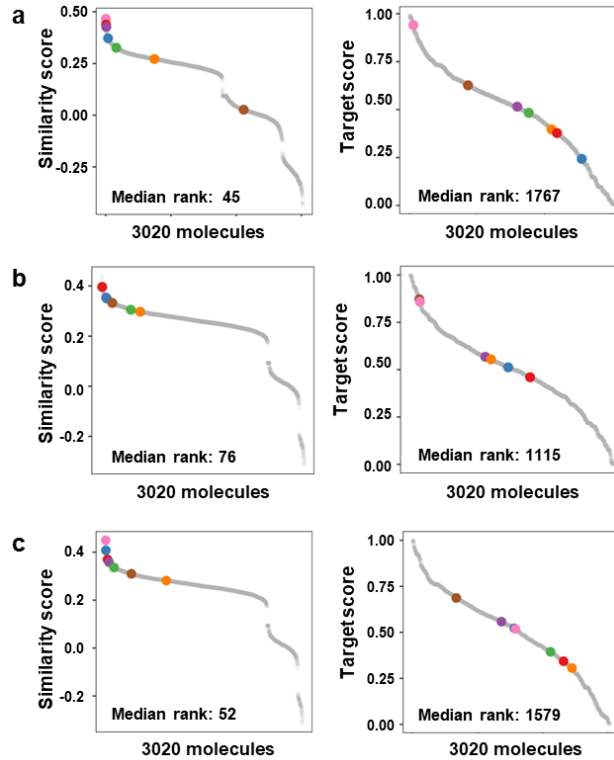

**Supplementary Figure 1.** The similarity scores (left) and target scores (right) of 3020 molecules in 3 mouse reprogramming datasets (a: GSE42100; b: GSE50206; c: GSE73631).

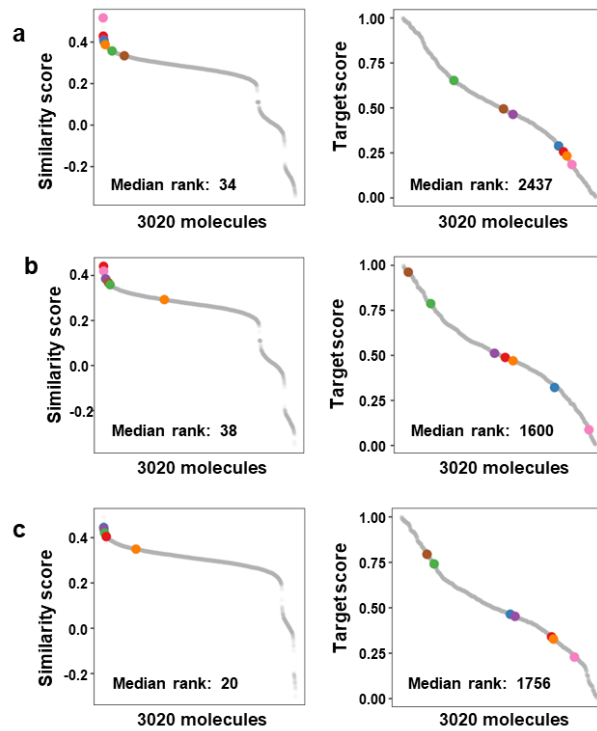

**Supplementary Figure 2.** The similarity scores (left) and target scores (right) of 3020 molecules in 3 human reprogramming datasets (a: GSE81891; b: GSE89056; c: GSE9832).

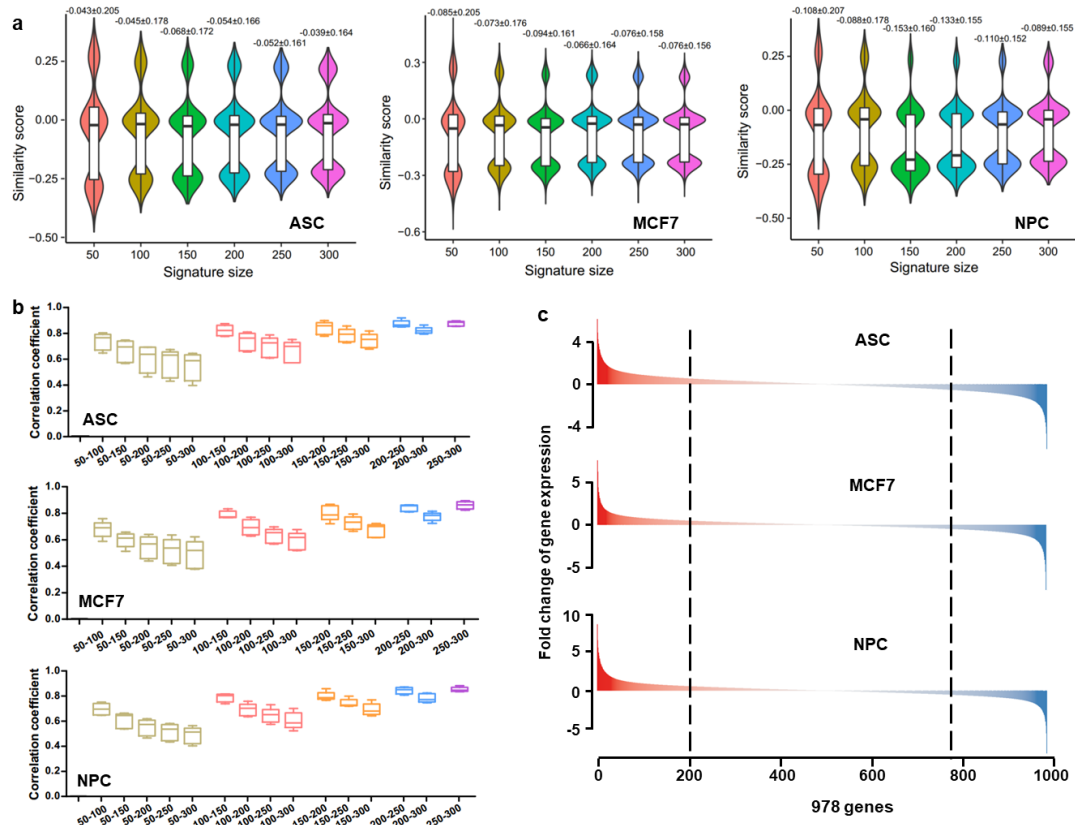

**Supplementary Figure 3. The influence of the signature genes size.** (a) The distribution of similarity score using different numbers of signature genes in three cell lines. (b) The correlation coefficient of similarity scores using different signature size (range from 50 to 300) in three cell lines. (c) The fold change of 978 genes in three cell lines in LINCS.

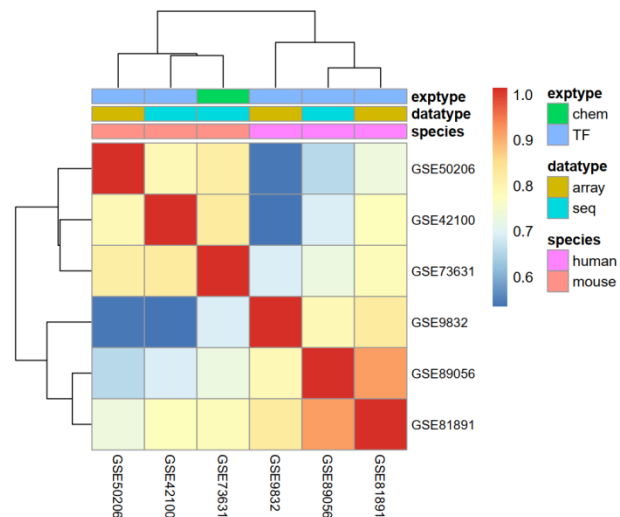

**Supplementary Figure 4. The correlation between results of datasets in different species (mouse, human), using different technologies and employing different reprogramming techniques.**

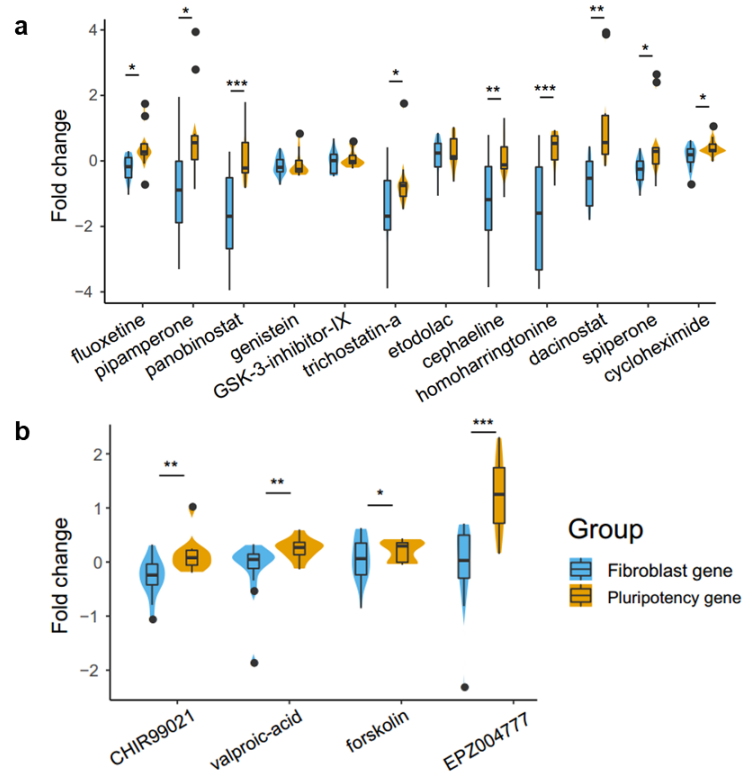

**Supplementary Figure 5.** The fold change of fibroblast genes and pluripotency genes in LINCS L1000 dataset after treated by 12 novel molecules (a) and 4 reported molecules (b).

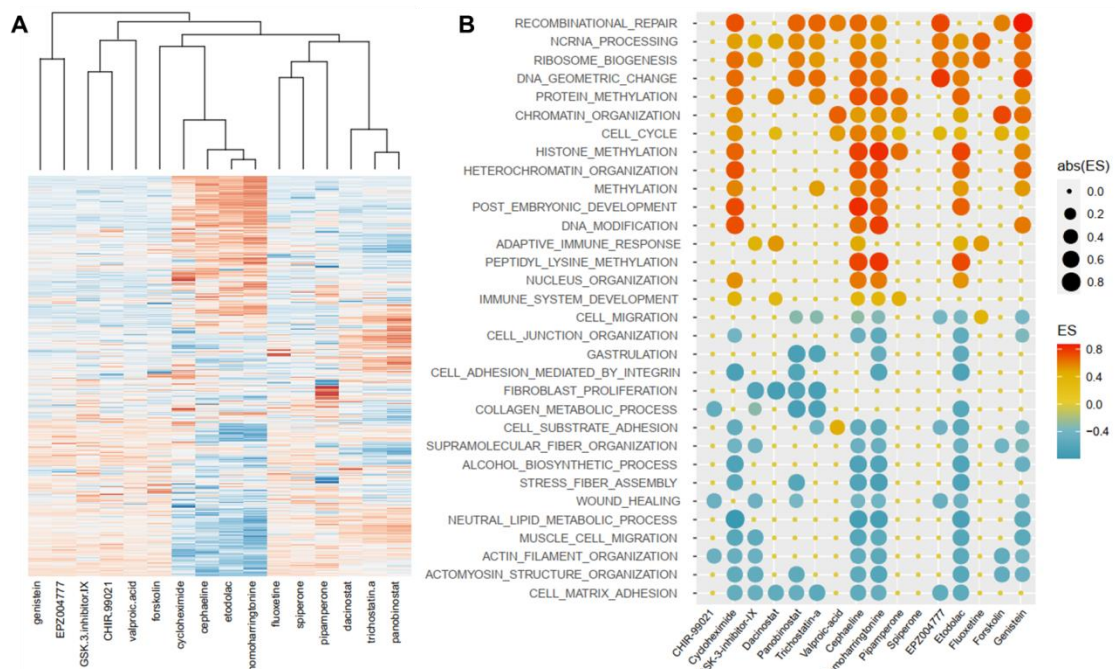

**Supplementary Figure 6.** The genes (a) and biological processes (b) affected by 16 molecules.

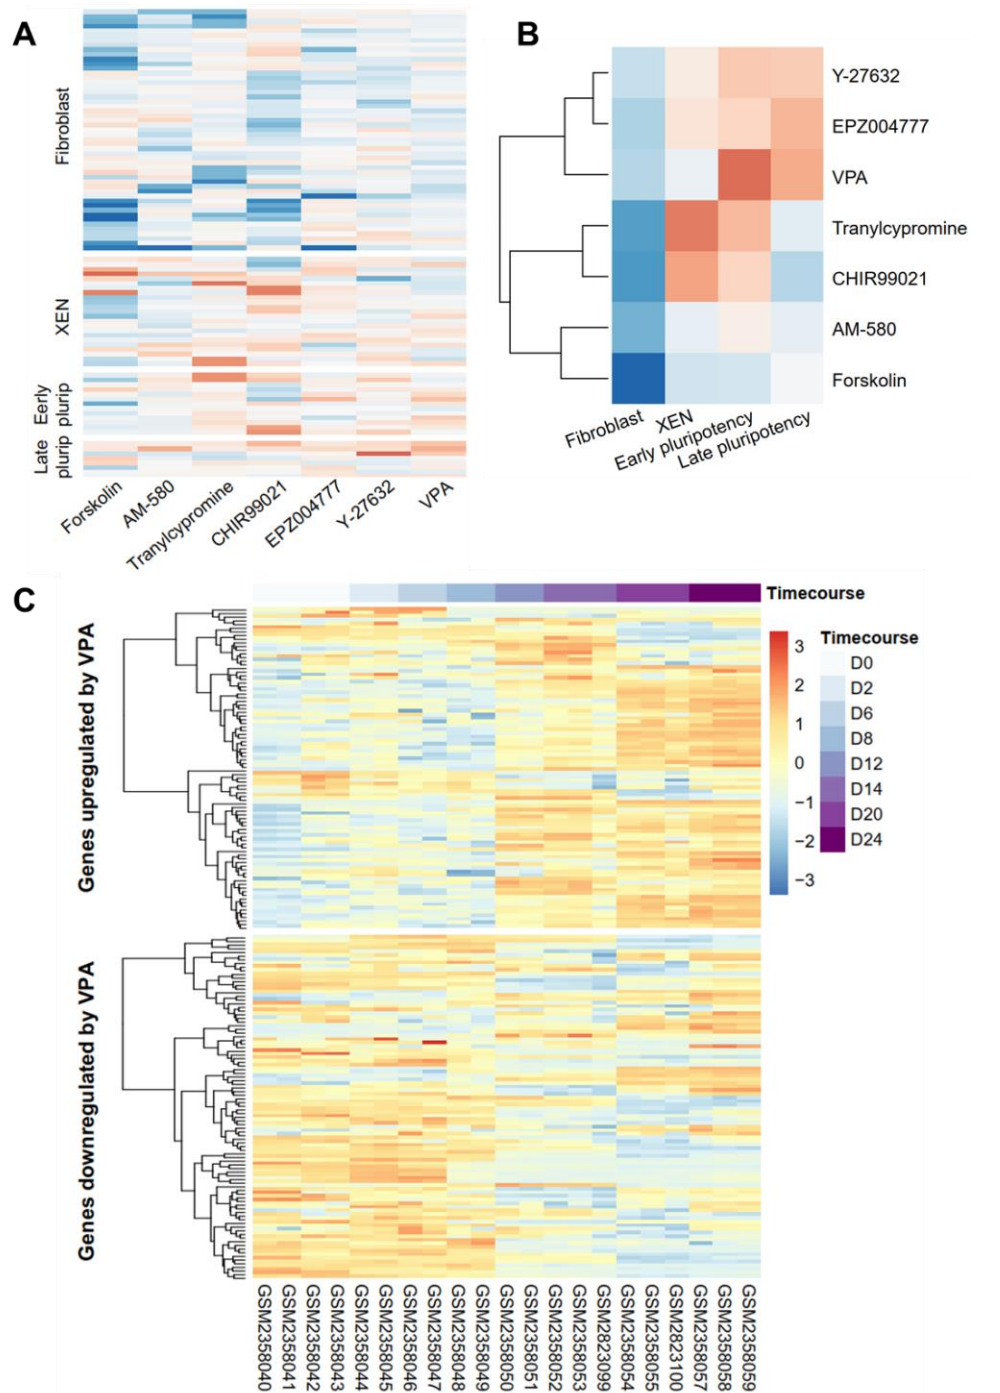

**Supplementary Figure 7. The molecule scoring during reprogramming timecourse.** (a) The expression change of reprogramming stage-specific gene signatures induced by 7 molecules. (b) The signature score of 7 molecules. (c) The expression of upregulated and downregulated genes by VPA during reprogramming timecourse.

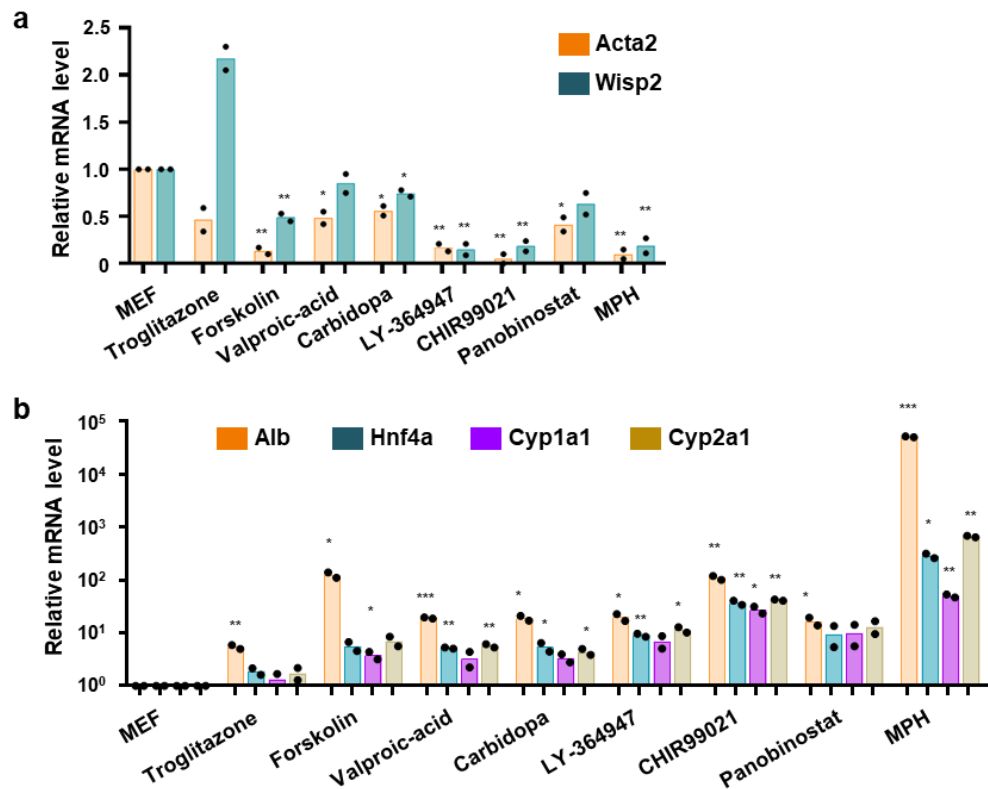

**Supplementary Figure 8.** The expression of fibroblast-specific genes (a) and hepatocyte-specific genes (b) after molecules treatment (5 uM). There were 2 biologically independent samples. Statistical significance was determined with two-tailed unpaired Student's t-test, and the estimated effect size was determined using Cohen's D (Supplementary Table 6 and 7). Asterisks indicate p values: \* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ .

Cluster 1 of human datasets

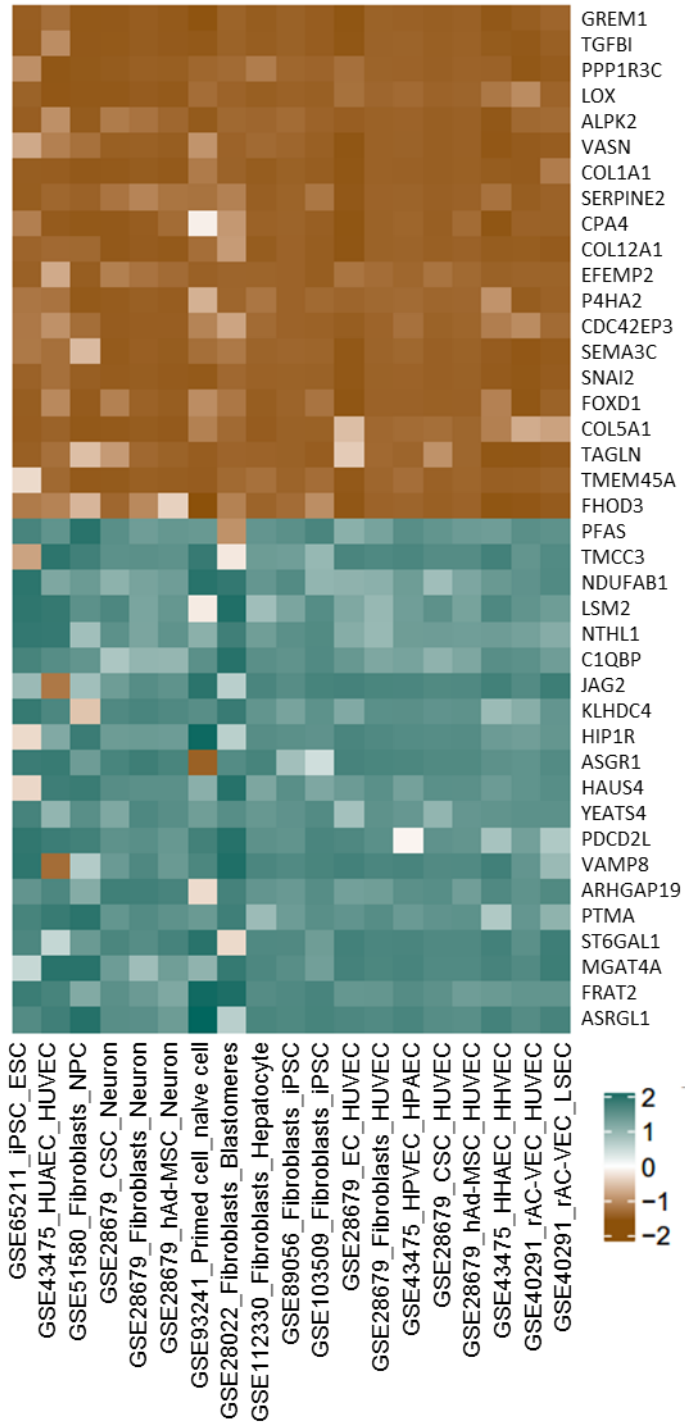

Cluster 2 of human datasets

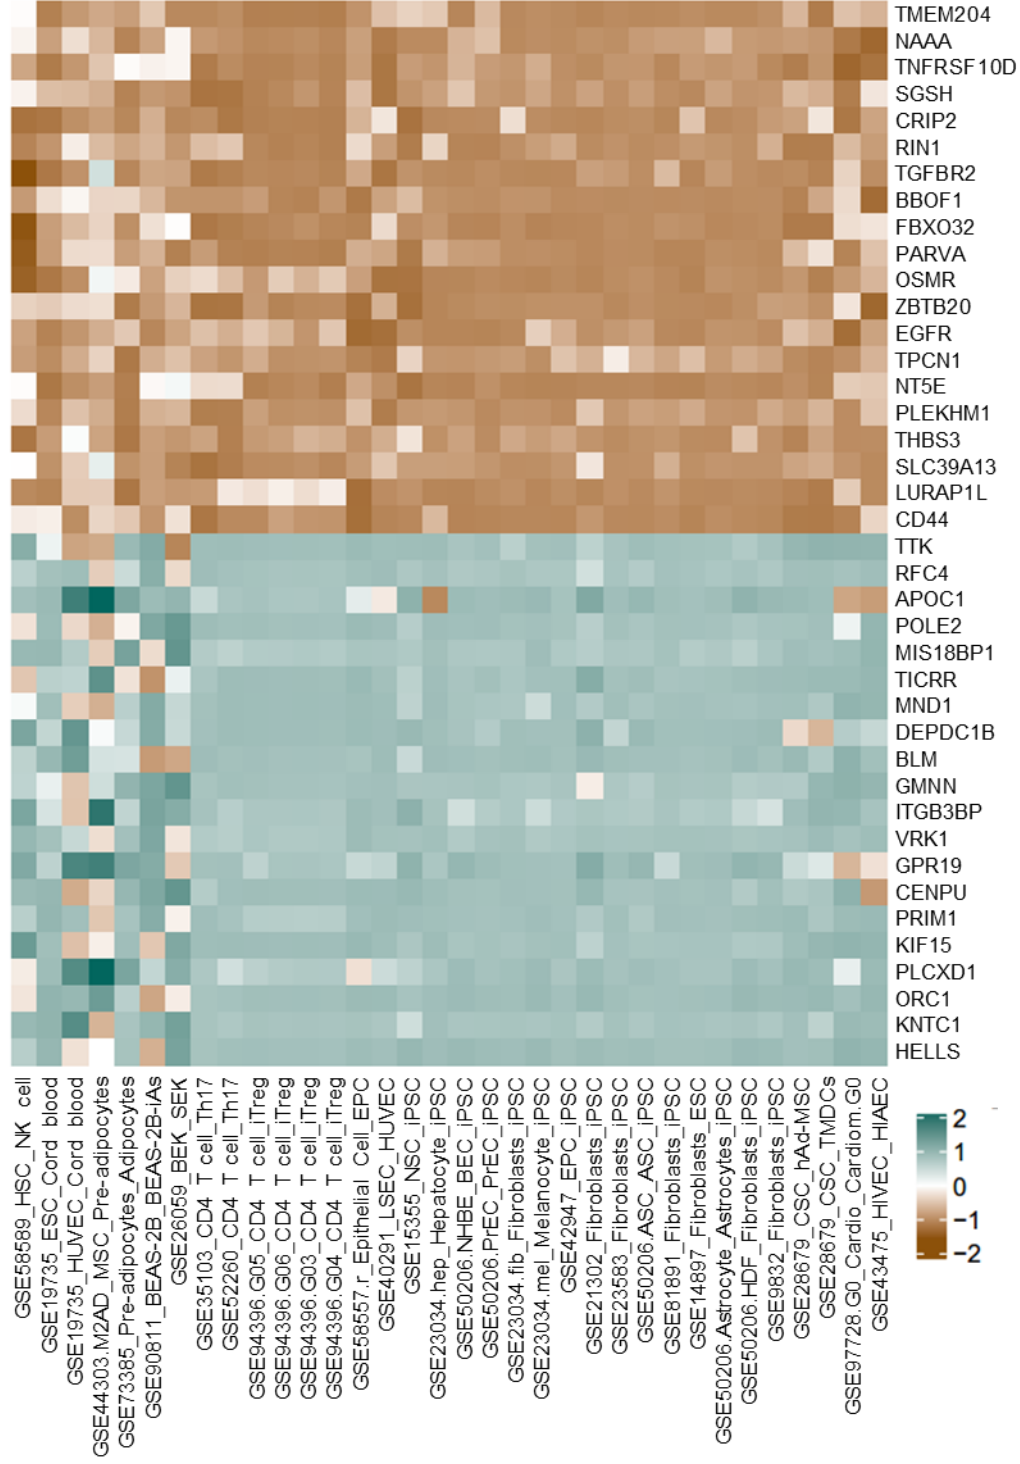

Cluster 3 of human datasets

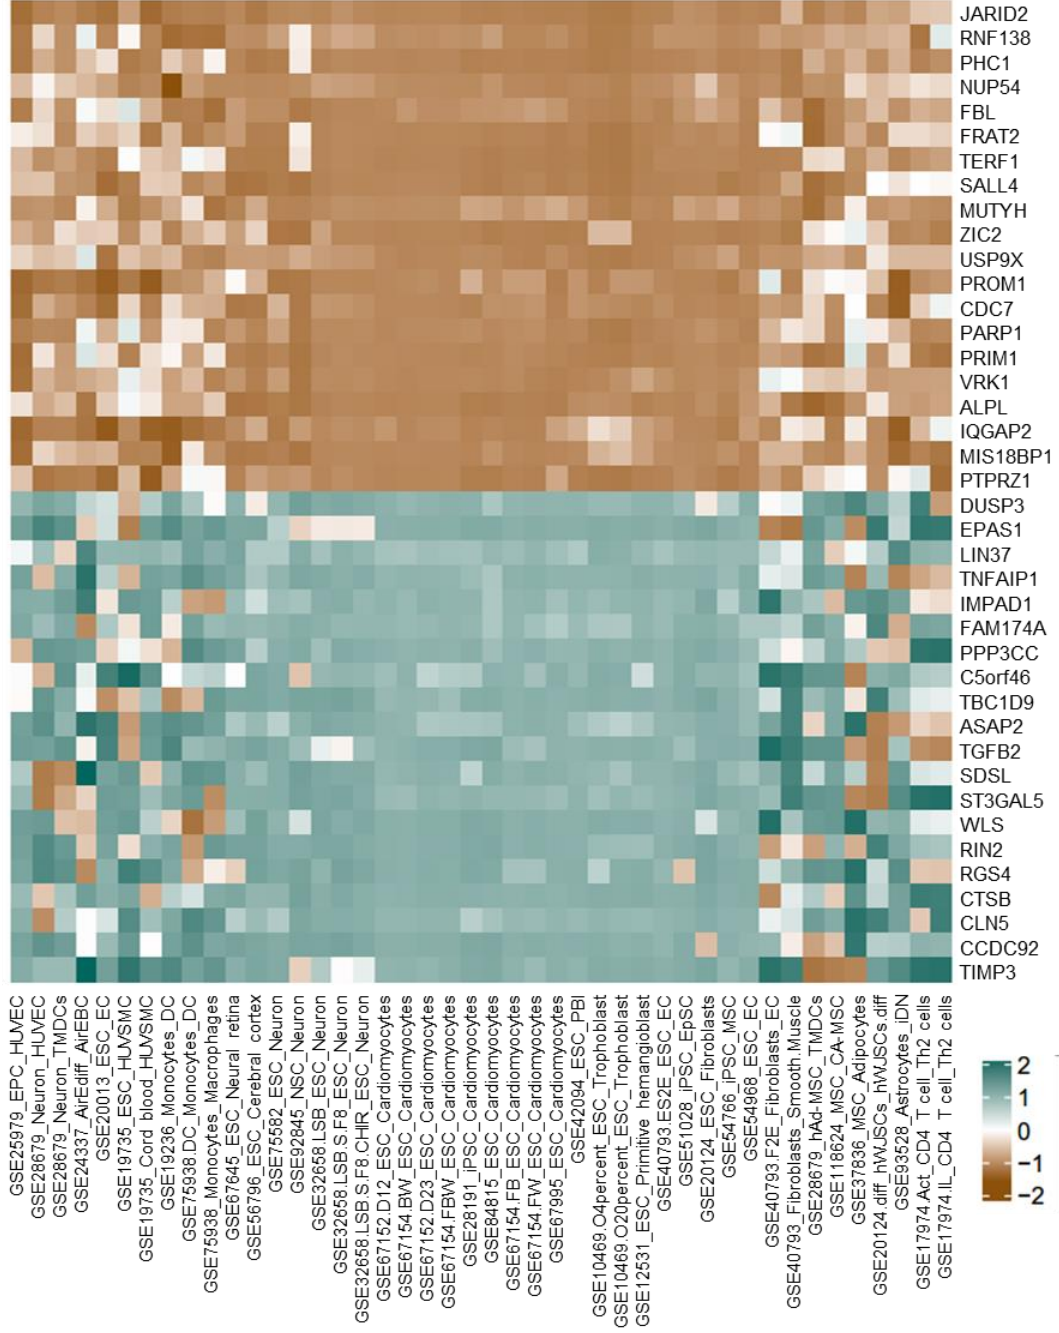

Cluster 4 of human datasets

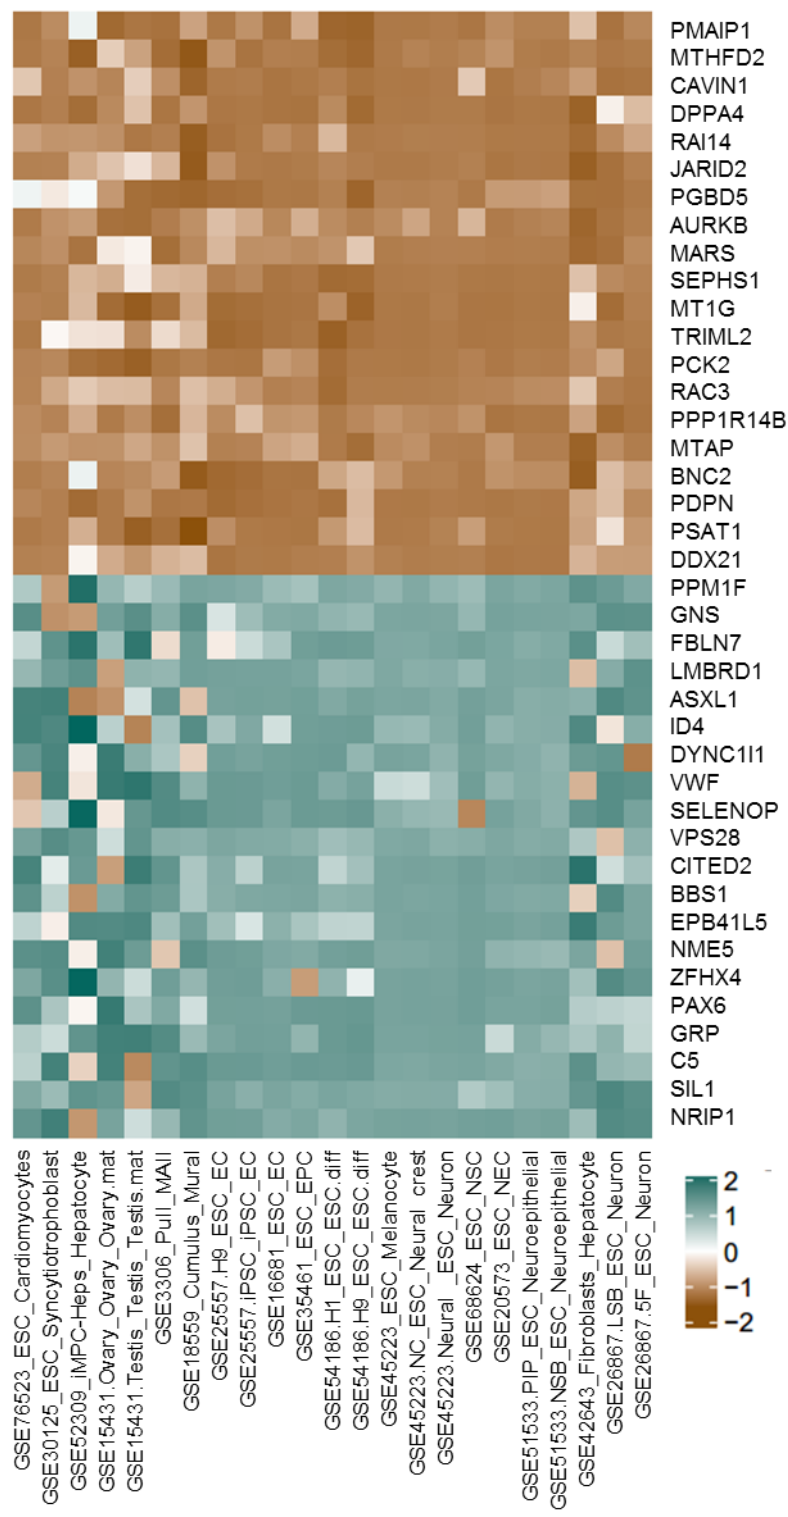

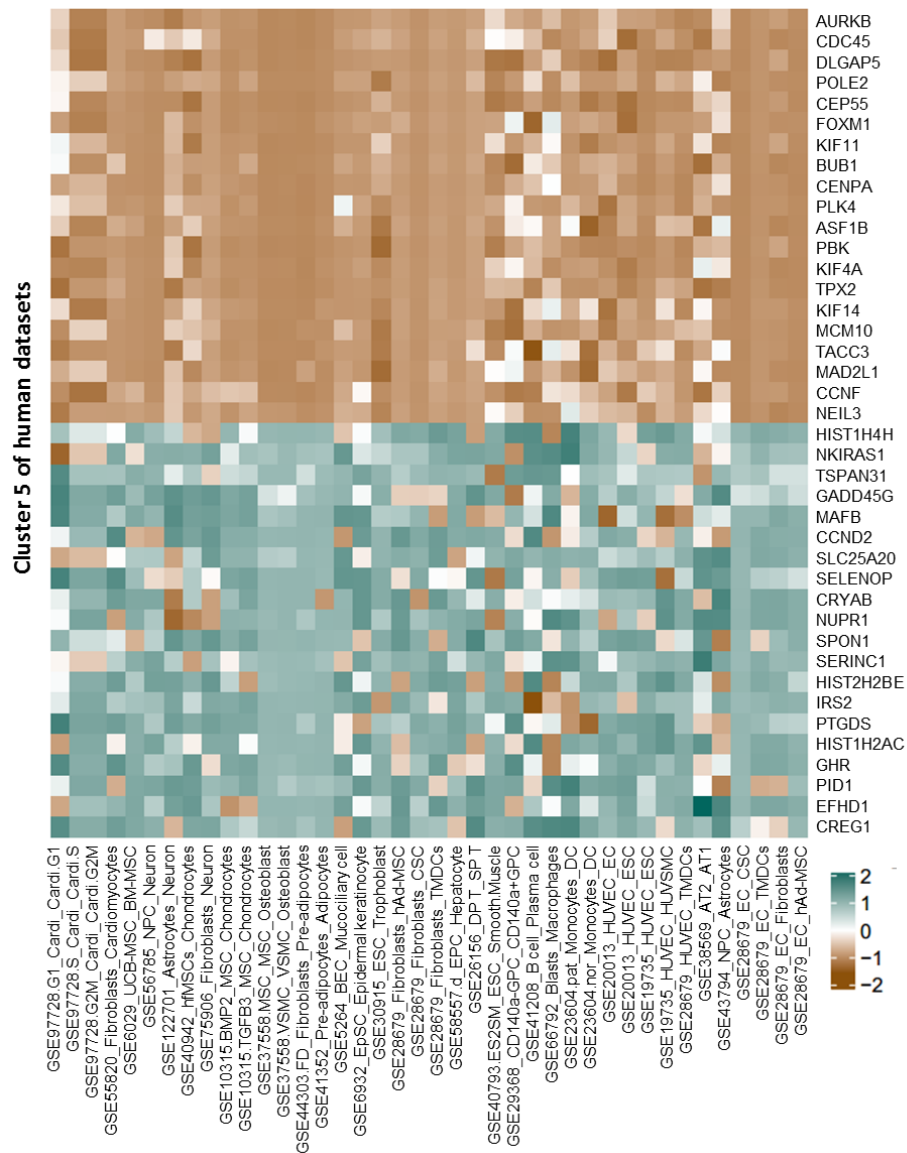

**Supplementary Figure 9.** Heatmap showing the expression of commonly up-regulated and down-regulated genes in 5 clusters of human datasets.

Cluster 1 of mouse datasets

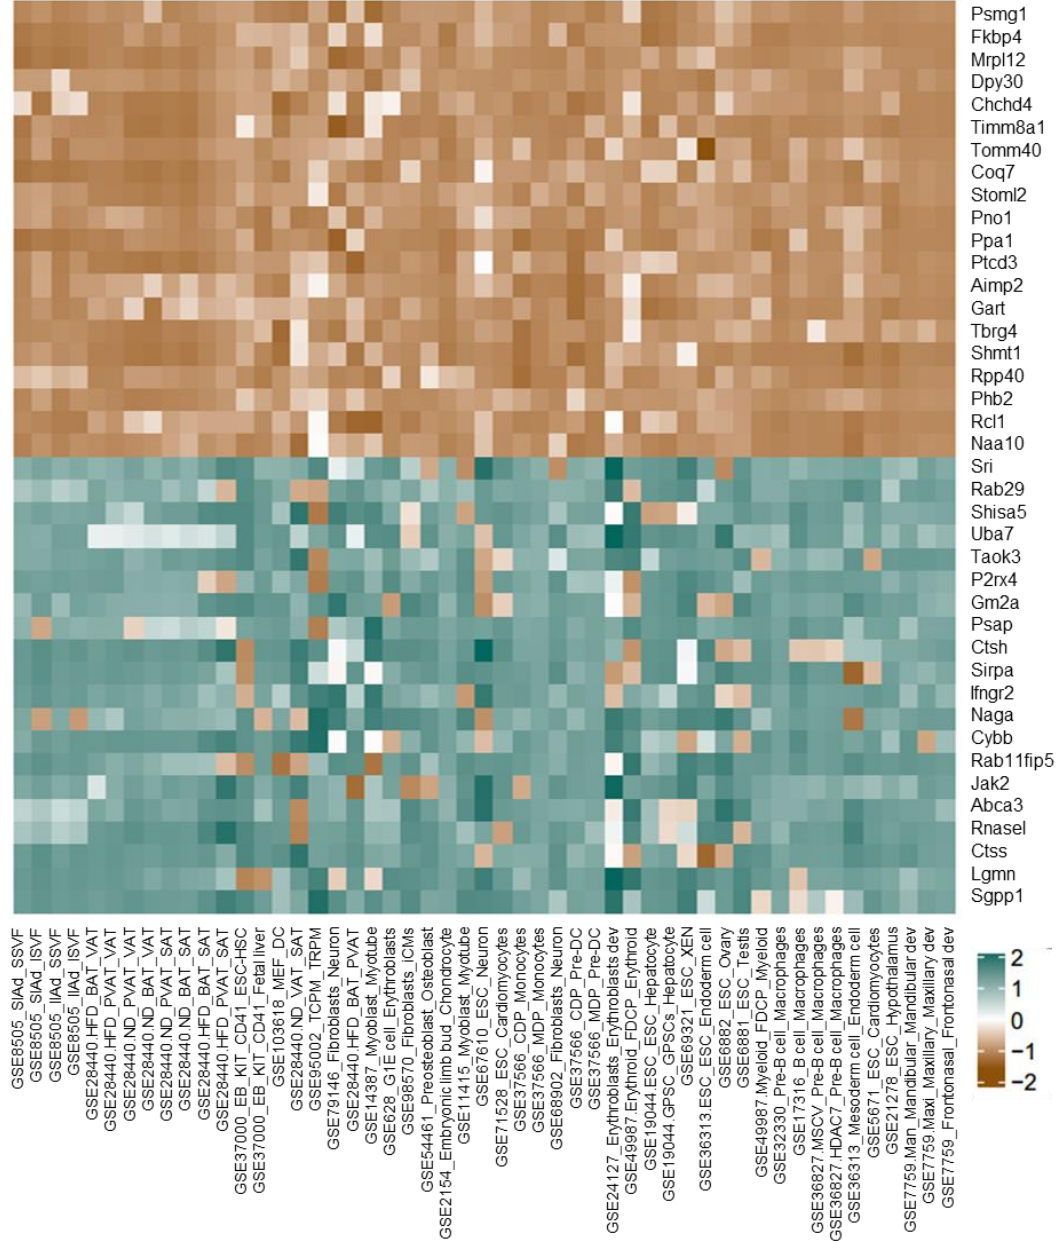

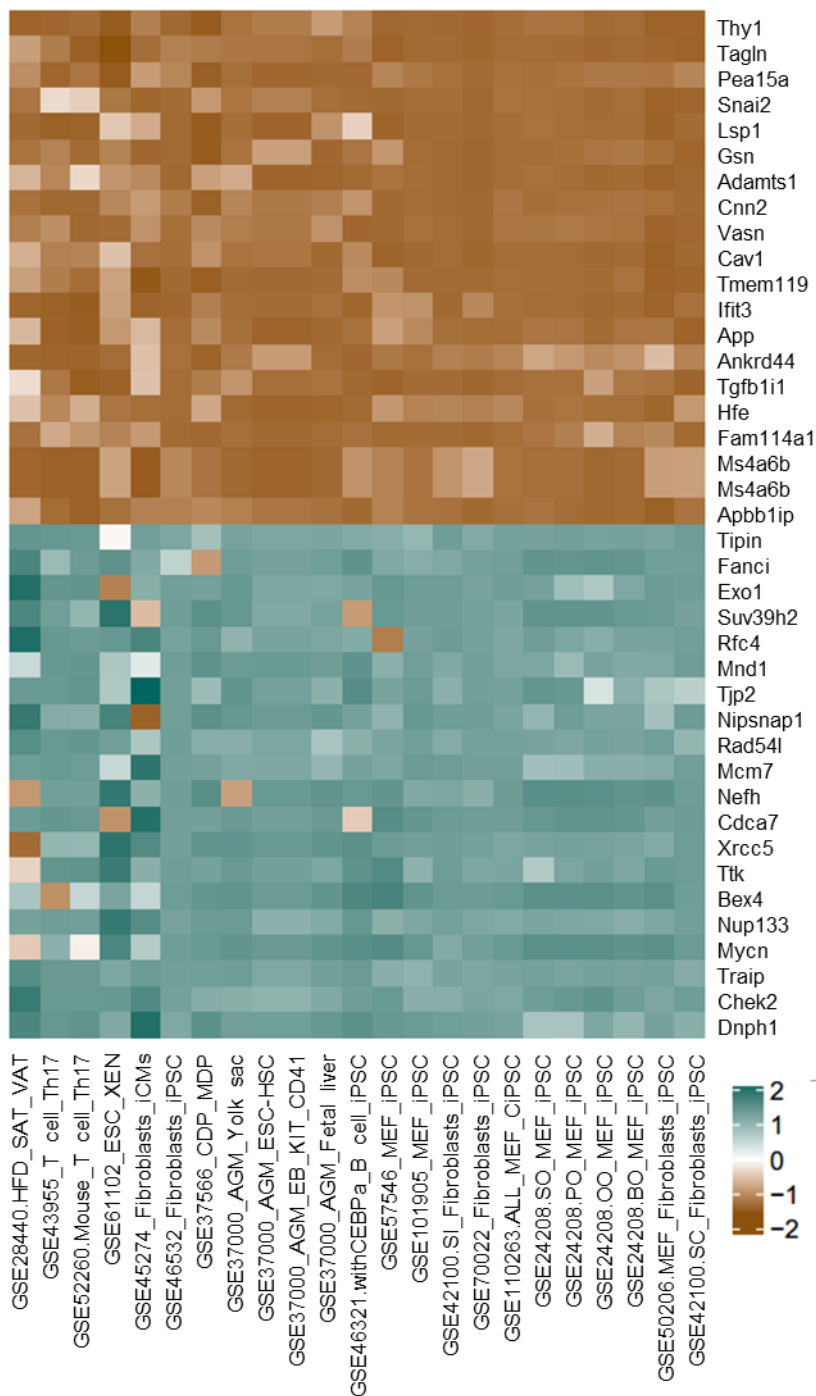

Cluster 3 of mouse

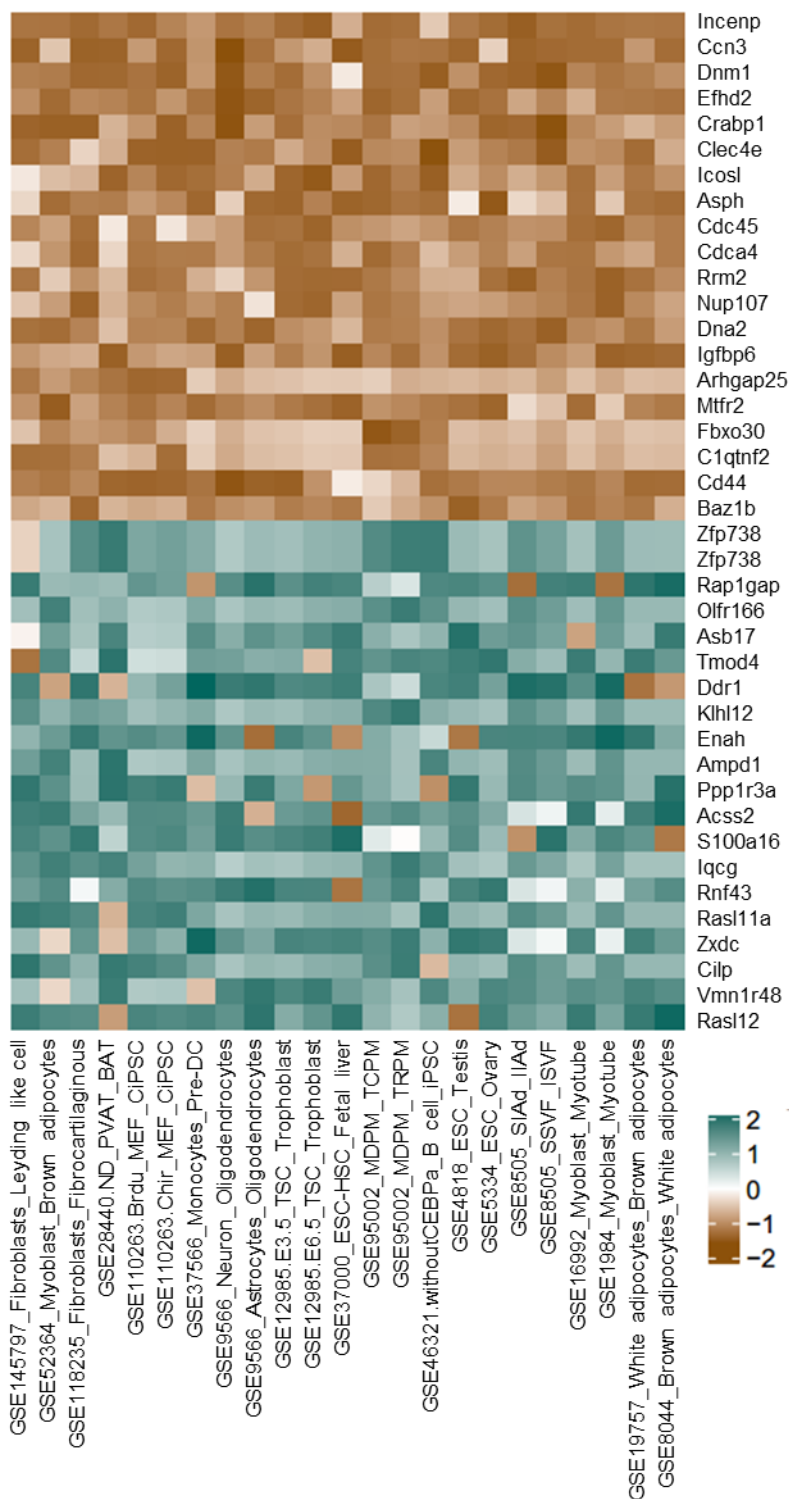

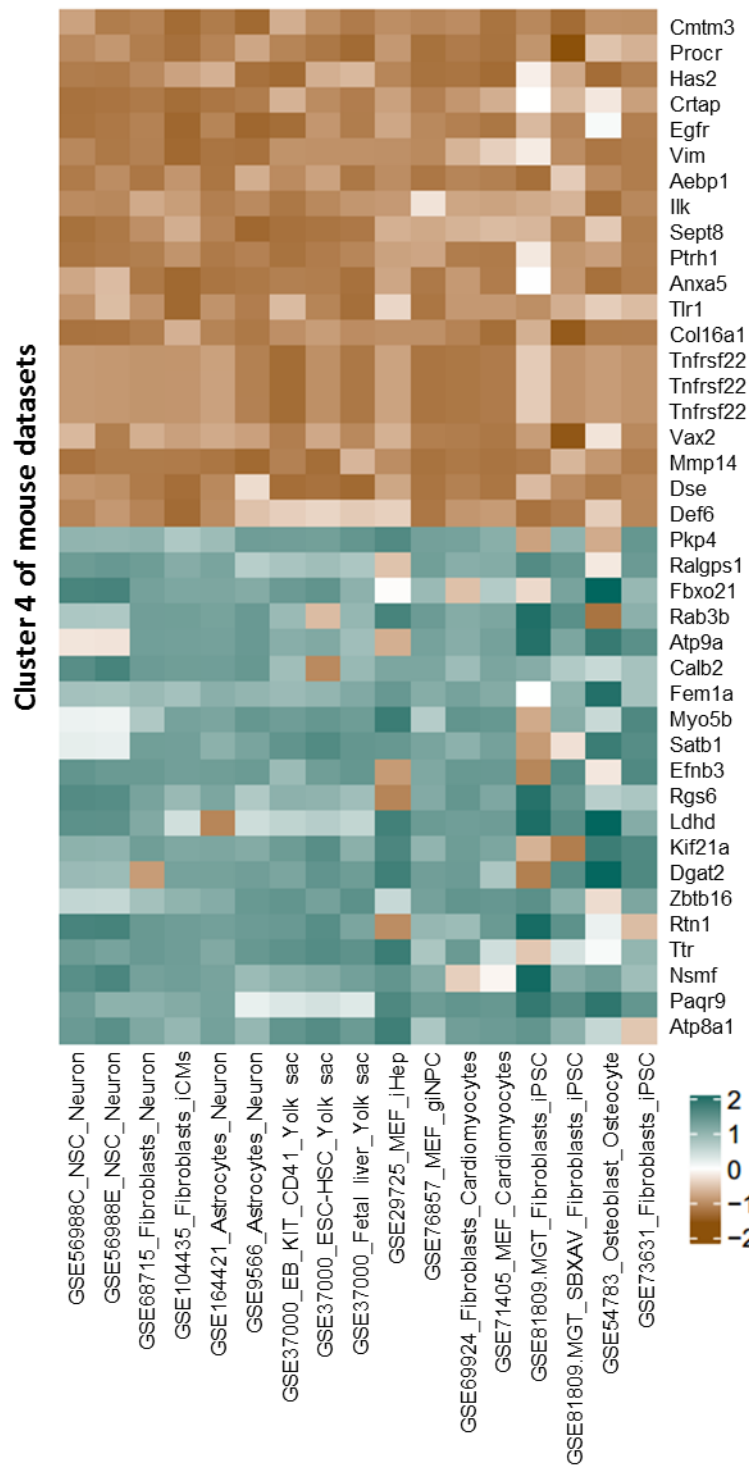

**Supplementary Figure 10.** Heatmap showing the expression of commonly up-regulated and down-regulated genes in 4 clusters of mouse datasets.

**Table 1. Information of the datasets of cell reprogramming from fibroblasts to iPSC.**

| Datasets | Species      | Induction                                                    | Time points |
|----------|--------------|--------------------------------------------------------------|-------------|
| GSE81891 | Homo sapiens | OSKM                                                         | 3           |
| GSE89056 | Homo sapiens | 5iLAF                                                        | 8           |
| GSE9832  | Homo sapiens | OSKM                                                         | 2           |
| GSE42100 | Mus musculus | OSKM                                                         | 6           |
| GSE50206 | Mus musculus | OSKM                                                         | 8           |
| GSE73631 | Mus musculus | VPA, CHIR99021, 616452, tranylcypromine, forskolin and DZNep | 6           |

**Table 2. Information of molecules with top similarity scores in the 6 datasets.**

| Datasets | Molecules          | MOA                                  |
|----------|--------------------|--------------------------------------|
| GSE42100 | cycloheximide      | Glycogen synthase kinase inhibitor   |
| GSE42100 | ibudilast          | Leukotriene receptor antagonist      |
| GSE42100 | etodolac           | Cyclooxygenase inhibitor             |
| GSE42100 | GSK-3-inhibitor-IX | Glycogen synthase kinase inhibitor   |
| GSE42100 | homoharringtonine  | Protein synthesis inhibitor          |
| GSE42100 | evodiamine         | ATPase inhibitor, TRPV agonist       |
| GSE42100 | thioridazine       | Dopamine receptor antagonist         |
| GSE42100 | valproic-acid      | HDAC inhibitor                       |
| GSE42100 | pinocembrin        | CYP1B1 inhibitor                     |
| GSE42100 | anisomycin         | DNA synthesis inhibitor              |
| GSE42100 | forskolin          | Adenylyl cyclase activator           |
| GSE42100 | cycloheximide      | Glycogen synthase kinase inhibitor   |
| GSE42100 | EPZ004777          | Dot1L inhibitor                      |
| GSE42100 | emetine            | Protein synthesis inhibitor          |
| GSE42100 | pyroxamide         | HDAC inhibitor, Cell cycle inhibitor |
| GSE42100 | genistein          | Tyrosine kinase inhibitor            |
| GSE42100 | cephaeline         | Protein synthesis inhibitor          |
| GSE42100 | LY-294002          | MTOR inhibitor, PI3K inhibitor       |
| GSE42100 | DMEOB              | glutamate receptor modulator         |
| GSE42100 | cyclopamine        | Smoothened receptor antagonist       |
| GSE50206 | panobinostat       | HDAC inhibitor                       |
| GSE50206 | trichostatin-a     | HDAC inhibitor                       |
| GSE50206 | cephaeline         | Protein synthesis inhibitor          |
| GSE50206 | fluoxetine         | Serotonin reuptake inhibitor         |
| GSE50206 | ciproxifan         | NULL                                 |
| GSE50206 | forskolin          | Adenylyl cyclase activator           |
| GSE50206 | EPZ004777          | Dot1L inhibitor                      |

|          |                      |                                              |
|----------|----------------------|----------------------------------------------|
| GSE50206 | spiperone            | Dopamine receptor antagonist                 |
| GSE50206 | etodolac             | Cyclooxygenase inhibitor                     |
| GSE50206 | dacinostat           | HDAC inhibitor                               |
| GSE50206 | flunisolid           | Cytochrome P450 inhibitor                    |
| GSE50206 | pipamperone          | Dopamine receptor antagonist                 |
| GSE50206 | saracatinib          | SRC inhibitor, ABL inhibitor                 |
| GSE50206 | trichostatin-a       | HDAC inhibitor                               |
| GSE50206 | CAY-10415            | Insulin sensitizer                           |
| GSE50206 | homoharringtonine    | Protein synthesis inhibitor                  |
| GSE73631 | panobinostat         | HDAC inhibitor                               |
| GSE73631 | trichostatin-a       | HDAC inhibitor, CDK activator, ID1 inhibitor |
| GSE73631 | cephaeline           | Protein synthesis inhibitor                  |
| GSE73631 | fluoxetine           | Serotonin reuptake inhibitor                 |
| GSE73631 | ciproxifan           | NULL                                         |
| GSE73631 | pyrimethamine        | Dihydrofolate reductase inhibitor            |
| GSE73631 | spiperone            | Dopamine receptor antagonist                 |
| GSE73631 | DNQX                 | Glutamate receptor antagonist                |
| GSE73631 | etodolac             | Cyclooxygenase inhibitor                     |
| GSE73631 | dacinostat           | HDAC inhibitor                               |
| GSE73631 | CHIR-99021           | Glycogen synthase kinase inhibitor           |
| GSE73631 | lansoprazole         | ATPase inhibitor                             |
| GSE73631 | pipamperone          | Dopamine receptor antagonist                 |
| GSE73631 | EPZ004777            | Dot1L inhibitor                              |
| GSE73631 | risperidone          | Dopamine receptor antagonist                 |
| GSE73631 | trichostatin-a       | HDAC inhibitor, CDK activator, ID1 inhibitor |
| GSE73631 | CAY-10415            | Insulin sensitizer                           |
| GSE73631 | homoharringtonine    | Protein synthesis inhibitor                  |
| GSE81891 | quinidine            | Cytochrome P450 inhibitor,                   |
| GSE81891 | pipamperone          | Dopamine receptor antagonist                 |
| GSE81891 | verapamil            | Calcium channel blocker                      |
| GSE81891 | rosiglitazone        | PPAR receptor agonist                        |
| GSE81891 | hydroxyretinoic-acid | Retinoid receptor binder                     |
| GSE81891 | troglitazone         | PPAR receptor agonist                        |
| GSE81891 | panobinostat         | HDAC inhibitor                               |
| GSE81891 | fulvestrant          | Estrogen receptor antagonist                 |
| GSE81891 | forskolin            | Adenylyl cyclase activator                   |
| GSE81891 | SB-590885            | RAF inhibitor                                |
| GSE81891 | genistein            | Tyrosine kinase inhibitor                    |
| GSE81891 | GSK-3-inhibitor-IX   | Glycogen synthase kinase inhibitor           |
| GSE81891 | EPZ004777            | Dot1L inhibitor                              |
| GSE81891 | sphingosine          | Ceramidase inhibitor                         |
| GSE81891 | valproic-acid        | HDAC inhibitor                               |
| GSE81891 | medrysone            | Glucocorticoid receptor agonist              |
| GSE89056 | LE-135               | Retinoid receptor agonist                    |

|          |                        |                                               |
|----------|------------------------|-----------------------------------------------|
| GSE89056 | panobinostat           | HDAC inhibitor                                |
| GSE89056 | genistein              | Tyrosine kinase inhibitor                     |
| GSE89056 | PD-184352              | MEK inhibitor                                 |
| GSE89056 | lupanine               | Sodium channel blocker                        |
| GSE89056 | acyclovir              | DNA polymerase inhibitor                      |
| GSE89056 | yohimbine              | Adrenergic receptor antagonist                |
| GSE89056 | BRL-37344              | Adrenergic receptor agonist                   |
| GSE89056 | scriptaid              | HDAC inhibitor                                |
| GSE89056 | CGP-20712              | Adrenergic receptor antagonist                |
| GSE89056 | EPZ004777              | Dot1L inhibitor                               |
| GSE89056 | erastin                | Ion channel antagonist                        |
| GSE89056 | forskolin              | Adenylyl cyclase activator                    |
| GSE89056 | cyanopindolol          | Adrenergic receptor antagonist                |
| GSE89056 | SB-590885              | RAF inhibitor                                 |
| GSE89056 | bithionol              | Autotaxin inhibitor                           |
| GSE89056 | midodrine              | Adrenergic receptor agonist                   |
| GSE9832  | 4-hydroxyretinoic-acid | Retinoid receptor binder                      |
| GSE9832  | valproic-acid          | HDAC inhibitor                                |
| GSE9832  | glipizide              | Sulfonylurea                                  |
| GSE9832  | bemesetron             | Serotonin receptor antagonist                 |
| GSE9832  | CHIR-99021             | Glycogen synthase kinase inhibitor            |
| GSE9832  | carbidopa              | Aromatic L-amino acid decarboxylase inhibitor |
| GSE9832  | EPZ004777              | Dot1L inhibitor                               |
| GSE9832  | fluoxetine             | Serotonin reuptake inhibitor                  |
| GSE9832  | tyramine               | Catecholamine releasing agent                 |
| GSE9832  | pipamperone            | Dopamine receptor antagonist                  |
| GSE9832  | AS-601245              | JNK inhibitor                                 |
| GSE9832  | lumicolchicine         | Colchicine isomer, non-binder of microtubules |

**Table 3. Information of 7 molecular compounds.**

| Compounds     | CAS ID      | Product ID |
|---------------|-------------|------------|
| Troglitazone  | 97322-87-7  | T3170      |
| Forskolin     | 66575-29-9  | T2939      |
| Valproic-acid | 99-66-1     | T7064      |
| Carbidopa     | 28860-95-9  | T6795      |
| LY-364947     | 396129-53-6 | T2048      |
| CHIR-99021    | 252917-06-9 | T2310      |
| Panobinostat  | 404950-80-7 | T2383      |

**Supplementary Table 4. The expression of fibroblast-specific genes after molecules treatment (10 uM).**

| Group         | Gene  | rep1  | rep2 | p value | Cohen's D |
|---------------|-------|-------|------|---------|-----------|
| Control       | Acta2 | 1     | 1    |         |           |
| Control       | Wisp2 | 1     | 1    |         |           |
| Troglitazone  | Acta2 | 0.55  | 0.44 | 0.012   | 9.19      |
| Troglitazone  | Wisp2 | 2.75  | 2.35 | 0.016   | 7.75      |
| Forskolin     | Acta2 | 0.15  | 0.08 | 0.0016  | 25.28     |
| Forskolin     | Wisp2 | 0.43  | 0.55 | 0.014   | 8.50      |
| Valproic-acid | Acta2 | 0.46  | 0.56 | 0.01    | 9.80      |
| Valproic-acid | Wisp2 | 0.81  | 0.65 | 0.078   | 3.38      |
| Carbidopa     | Acta2 | 0.41  | 0.51 | 0.0085  | 10.80     |
| Carbidopa     | Wisp2 | 0.71  | 0.61 | 0.021   | 6.80      |
| LY-364947     | Acta2 | 0.23  | 0.15 | 0.002   | 20.25     |
| LY-364947     | Wisp2 | 0.11  | 0.07 | 0.0005  | 45.5      |
| CHIR99021     | Acta2 | 0.002 | 0.08 | 0.0016  | 24.59     |
| CHIR99021     | Wisp2 | 0.22  | 0.11 | 0.0043  | 15.18     |
| Panobinostat  | Acta2 | 0.46  | 0.18 | 0.05    | 4.86      |
| Panobinostat  | Wisp2 | 0.55  | 0.31 | 0.05    | 4.75      |
| MPH           | Acta2 | 0.09  | 0.32 | 0.02    | 6.91      |
| MPH           | Wisp2 | 0.13  | 0.06 | 0.0015  | 25.86     |

**Supplementary Table 5. The expression of hepatocyte-specific genes after molecules treatment (10 uM).**

| Group         | Gene   | rep1     | rep2     | p value | Cohen's D |
|---------------|--------|----------|----------|---------|-----------|
| Control       | Alb    | 1        | 1        |         |           |
| Control       | Hnf4a  | 1        | 1        |         |           |
| Control       | Cyp1a1 | 1        | 1        |         |           |
| Control       | Cyp2a1 | 1        | 1        |         |           |
| Troglitazone  | Alb    | 9.579829 | 10.33882 | 0.0018  | 23.61     |
| Troglitazone  | Hnf4a  | 5.133704 | 3.89062  | 0.031   | 5.65      |
| Troglitazone  | Cyp1a1 | 1.741101 | 3.09513  | 0.18    | 2.09      |
| Troglitazone  | Cyp2a1 | 4.438278 | 4.85678  | 0.036   | 17.43     |
| Forskolin     | Alb    | 304.437  | 134.3637 | 0.008   | 2.57      |
| Forskolin     | Hnf4a  | 10.92832 | 3.944931 | 0.21    | 1.84      |
| Forskolin     | Cyp1a1 | 4.40762  | 2.42839  | 0.14    | 2.44      |
| Forskolin     | Cyp2a1 | 8.876555 | 3.944931 | 0.16    | 2.19      |
| Valproic-acid | Alb    | 20.9663  | 33.35891 | 0.05    | 4.22      |
| Valproic-acid | Hnf4a  | 12.04197 | 11.3924  | 0.0009  | 32.99     |
| Valproic-acid | Cyp1a1 | 4.316913 | 8.397734 | 0.12    | 2.63      |
| Valproic-acid | Cyp2a1 | 9.000468 | 8.456144 | 0.0013  | 28.4      |

|              |        |          |          |        |        |
|--------------|--------|----------|----------|--------|--------|
| Carbidopa    | Alb    | 14.12325 | 22.16175 | 0.051  | 4.27   |
| Carbidopa    | Hnf4a  | 9.253506 | 11.95879 | 0.02   | 7.10   |
| Carbidopa    | Cyp1a1 | 3.630077 | 16.22335 | 0.29   | 1.42   |
| Carbidopa    | Cyp2a1 | 7.674113 | 11.95879 | 0.055  | 4.12   |
| LY-364947    | Alb    | 15.24221 | 18.25222 | 0.009  | 10.46  |
| LY-364947    | Hnf4a  | 8.28212  | 6.19026  | 0.028  | 5.96   |
| LY-364947    | Cyp1a1 | 2.42839  | 5.028053 | 0.178  | 2.1    |
| LY-364947    | Cyp2a1 | 7.72749  | 7.621104 | 0.001  | 125.47 |
| CHIR99021    | Alb    | 221.3215 | 210.8393 | 0.0006 | 41.04  |
| CHIR99021    | Hnf4a  | 43.11147 | 39.12449 | 0.0025 | 20.12  |
| CHIR99021    | Cyp1a1 | 24.42015 | 22.00867 | 0.003  | 18.42  |
| CHIR99021    | Cyp2a1 | 34.05984 | 49.52208 | 0.034  | 5.28   |
| Panobinostat | Alb    | 45.41195 | 12.005   | 0.24   | 1.66   |
| Panobinostat | Hnf4a  | 8.969329 | 12.955   | 0.038  | 4.99   |
| Panobinostat | Cyp1a1 | 3.54307  | 15.455   | 0.29   | 1.43   |
| Panobinostat | Cyp2a1 | 7.917253 | 17.205   | 0.13   | 2.49   |
| MPH          | Alb    | 52498.91 | 50710.61 | 0.0003 | 57.71  |
| MPH          | Hnf4a  | 319.5726 | 261.3791 | 0.01   | 9.95   |
| MPH          | Cyp1a1 | 47.17662 | 53.81737 | 0.0045 | 14.91  |
| MPH          | Cyp2a1 | 694.5814 | 652.575  | 0.001  | 32.02  |

**Supplementary Table 6. The expression of fibroblast-specific genes after molecules treatment (5 uM).**

| Group         | Gene  | rep1  | rep2 | p value | Cohen's D |
|---------------|-------|-------|------|---------|-----------|
| Control       | Acta2 | 1     | 1    |         |           |
| Control       | Wisp2 | 1     | 1    |         |           |
| Troglitazone  | Acta2 | 0.34  | 0.59 | 0.051   | 4.28      |
| Troglitazone  | Wisp2 | 2.3   | 2.05 | 0.01    | 9.4       |
| Forskolin     | Acta2 | 0.17  | 0.1  | 0.002   | 24.71     |
| Forskolin     | Wisp2 | 0.45  | 0.53 | 0.006   | 12.75     |
| Valproic-acid | Acta2 | 0.42  | 0.55 | 0.016   | 7.92      |
| Valproic-acid | Wisp2 | 0.95  | 0.75 | 0.27    | 1.5       |
| Carbidopa     | Acta2 | 0.51  | 0.61 | 0.013   | 8.8       |
| Carbidopa     | Wisp2 | 0.78  | 0.71 | 0.018   | 7.29      |
| LY-364947     | Acta2 | 0.21  | 0.13 | 0.002   | 20.75     |
| LY-364947     | Wisp2 | 0.21  | 0.09 | 0.005   | 14.67     |
| CHIR99021     | Acta2 | 0.002 | 0.1  | 0.003   | 19.37     |
| CHIR99021     | Wisp2 | 0.24  | 0.13 | 0.0045  | 14.82     |
| Panobinostat  | Acta2 | 0.49  | 0.34 | 0.016   | 7.8       |
| Panobinostat  | Wisp2 | 0.75  | 0.52 | 0.087   | 3.17      |
| MPH           | Acta2 | 0.05  | 0.15 | 0.003   | 18        |

|     |       |      |      |       |       |
|-----|-------|------|------|-------|-------|
| MPH | Wisp2 | 0.11 | 0.27 | 0.009 | 10.12 |
|-----|-------|------|------|-------|-------|

**Supplementary Table 7. The expression of hepatocyte-specific genes after molecules treatment (5 uM).**

| Group         | Gene   | rep1     | rep2     | p value | Cohen's D |
|---------------|--------|----------|----------|---------|-----------|
| Control       | Alb    | 1        | 1        |         |           |
| Control       | Hnf4a  | 1        | 1        |         |           |
| Control       | Cyp1a1 | 1        | 1        |         |           |
| Control       | Cyp2a1 | 1        | 1        |         |           |
| Troglitazone  | Alb    | 5.94     | 5.05     | 0.0095  | 10.17     |
| Troglitazone  | Hnf4a  | 1.62     | 2.17     | 0.082   | 3.28      |
| Troglitazone  | Cyp1a1 | 0.97     | 1.69     | 0.45    | 0.92      |
| Troglitazone  | Cyp2a1 | 1.28     | 2.19     | 0.25    | 1.63      |
| Forskolin     | Alb    | 140.07   | 110.66   | 0.014   | 8.46      |
| Forskolin     | Hnf4a  | 6.73     | 4.56     | 0.05    | 4.29      |
| Forskolin     | Cyp1a1 | 3.18     | 4.44     | 0.047   | 4.47      |
| Forskolin     | Cyp2a1 | 8.51     | 5.62     | 0.05    | 4.19      |
| Valproic-acid | Alb    | 18.77    | 19.84    | 0.0009  | 34.21     |
| Valproic-acid | Hnf4a  | 5.10     | 5.39     | 0.0012  | 29.20     |
| Valproic-acid | Cyp1a1 | 2.25     | 4.41     | 0.16    | 2.16      |
| Valproic-acid | Cyp2a1 | 5.35     | 6.19     | 0.0076  | 11.38     |
| Carbidopa     | Alb    | 17.11    | 21.26    | 0.013   | 8.77      |
| Carbidopa     | Hnf4a  | 6.50     | 4.50     | 0.046   | 4.50      |
| Carbidopa     | Cyp1a1 | 2.79     | 3.97     | 0.057   | 4.03      |
| Carbidopa     | Cyp2a1 | 3.86     | 4.99     | 0.026   | 6.03      |
| LY-364947     | Alb    | 17.03    | 22.94    | 0.023   | 6.42      |
| LY-364947     | Hnf4a  | 9.78     | 8.58     | 0.0053  | 13.62     |
| LY-364947     | Cyp1a1 | 5.098    | 8.75     | 0.083   | 3.24      |
| LY-364947     | Cyp2a1 | 10.29    | 12.91    | 0.015   | 8.12      |
| CHIR99021     | Alb    | 101.83   | 120.26   | 0.0069  | 11.94     |
| CHIR99021     | Hnf4a  | 34.06    | 40.79    | 0.0084  | 10.83     |
| CHIR99021     | Cyp1a1 | 23.59    | 31.56    | 0.022   | 6.67      |
| CHIR99021     | Cyp2a1 | 43.41    | 40.79    | 0.001   | 31.31     |
| Panobinostat  | Alb    | 19.56    | 13.93    | 0.03    | 5.59      |
| Panobinostat  | Hnf4a  | 5.43     | 13.61    | 0.17    | 2.08      |
| Panobinostat  | Cyp1a1 | 5.66     | 14.34    | 0.17    | 2.07      |
| Panobinostat  | Cyp2a1 | 9.55     | 16.77    | 0.078   | 3.37      |
| MPH           | Alb    | 52498.91 | 50710.61 | 0.0003  | 57.71     |
| MPH           | Hnf4a  | 319.57   | 261.38   | 0.01    | 9.95      |
| MPH           | Cyp1a1 | 47.18    | 53.82    | 0.0045  | 14.91     |
| MPH           | Cyp2a1 | 694.58   | 652.58   | 0.001   | 32.02     |

**Supplementary Table 8. Abbreviations and full names of cells in PC3T.**

| Abbreviation | Full name                                                |
|--------------|----------------------------------------------------------|
| HFF          | Human fetal fibroblasts                                  |
| hiHep        | hepatocyte-like cells                                    |
| VSMC         | Vascular smooth muscle cell                              |
| MSC          | Mesenchymal Stem cell                                    |
| AT2          | Alveolar epithelial type 2                               |
| AT1          | Alveolar epithelial type 1                               |
| hCBC         | Human Cord Blood CD34+ Cells                             |
| HUVSMC       | Human Umbilical Vein Smooth Muscle Cell                  |
| EPC          | Endothelial Progenitor Cell                              |
| HUVEC        | Human umbilical vein endothelial cells                   |
| hfMSC        | Human fetal bone marrow-derived mesenchymal stromal cell |
| ESC          | Embryonic stem cell                                      |
| HSC          | Hematopoietic stem cell                                  |
| BEC          | Bronchial epithelial cell                                |
| NPC          | Neural progenitor cells                                  |
| ASC          | Adipose derived stem cell                                |
| PrEC         | Prostate epithelial cell                                 |
| TMDCs        | Trabecular meshwork-derived cells                        |
| EpSC         | Epidermal stem cell                                      |
| NSC          | Neural stem cell                                         |
| DC           | Dendritic cell                                           |
| PHH          | Primary human hepatocyte                                 |
| HPLC         | human hepatic progenitor-like cells                      |
| CA-MSC       | Carcinoma-associated mesenchymal stem cells              |
| iDN          | induced dopaminergic neurons                             |
| BEAS-2B-iAs  | inorganic arsenic-transformed (iAs-T) BEAS-2B            |
| PuII         | Pulmonary type II cells                                  |
| MAII         | mature alveolar type II cells                            |
| CD140a+GPC   | CD140a+ Glial progenitor cells                           |
| CD140a-GPC   | CD140a- Glial progenitor cells                           |
| HHAEC        | Human hepatic artery EC                                  |
| HIAEC        | human iliac artery EC                                    |
| HIVEC        | human iliac vein EC                                      |
| HPAEC        | human pulmonary artery EC                                |
| HUAEC        | human umbilical artery EC                                |
| HHVEC        | human hepatic vein EC                                    |
| NEC          | Neural ectoderm cells                                    |
| EC           | Endothelial cell                                         |

|            |                                                                     |
|------------|---------------------------------------------------------------------|
| PBI        | Pancreatic beta Islet                                               |
| iDN        | induced dopaminergic neurons                                        |
| AirEBC     | airway epithelium basal cell                                        |
| AirEdiff   | differentiated airway epithelium                                    |
| hiPSC      | human induced pluripotent stem cells                                |
| hiPSC-EpSC | human iPSC-derived epithelial stem cell                             |
| BEK        | Basal epidermal keratinocytes                                       |
| SEK        | Suprabasal epidermal keratinocytes                                  |
| hESC-EC    | endothelial cells differentiated from H9 human embryonic stem cells |
| DP T       | Double Positive T cell                                              |
| SP T       | Single Positive CD4 T cell                                          |
| UCB-MSC    | umbilical cord blood-derived mesenchymal stem/stromal cell          |
| BM-MSC     | bone marrow-derived mesenchymal stem cell                           |
| rAC-VEC    | reprogrammed amniotic cells induced vascular endothelial cells      |
| CEC        | Corneal endothelial cell                                            |
| LSEC       | Liver sinusoidal endothelial cell                                   |
| iMPC-Heps  | induced multipotent progenitor cell from hepatocytes                |
| CSC        | Corneal Stromal Cell                                                |
| HEF        | Human embryonic fibroblasts                                         |

**Supplementary Table 9. Primers used for qRT-PCR.**

| Gene           | Forward Primer (5' to 3') | Reverse Primer (5' to 3') |
|----------------|---------------------------|---------------------------|
| Acta2          | ACTACTGCCGAGCGTGAGAT      | CGTCAGGCAGTTCGTAGCTC      |
| Wisp2          | CACGCCCCAGGAGAATACAG      | GCAGAAAGTTGGTGTCTTGG      |
| Alb            | TGTGTTGCCGATGAGTCTGC      | CGGAGGTTTGGGAATGGCACA     |
| Hnf4a          | AGACTCCACAGCCATCACCA      | AATGGCAGAGGGAGGCTTGA      |
| Cyp1a1         | GCCGATCGGAGGTCTTTCTC      | AAGACCGCATCTGCACTTGG      |
| Cyp2a1         | GACAATGGCGGTCTCATCCC      | TGCACGTTAGGCCATGTCAC      |
| $\beta$ -actin | CCCACTGTGCCCATCTACG       | GTGGTGGTGAAGCTGTAGCC      |

# Supplementary material for: PC3T: a signature-driven predictor of chemical compounds for cellular transition
**Source:** Commun Biol. 2023 Sep 27;6:989. doi: 10.1038/s42003-023-05225-y
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☐ ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection The data used in our study were collected from GEO, and they are freely available at <http://pc3t.idrug.net.cn/>.

Data analysis Our framework together with the data resource is freely available at <http://pc3t.idrug.net.cn/>.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA sequencing data are available in the Gene Expression Omnibus (GEO) under the accession number GSE231967.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                              |
|-----------------|----------------------------------------------|
| Sample size     | N/A                                          |
| Data exclusions | N/A                                          |
| Replication     | All attempts at replication were successful. |
| Randomization   | N/A                                          |
| Blinding        | N/A                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                        |
|-------------------------------------|--------------------------------------------------------|
| n/a                                 | Involved in the study                                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                        |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

How the deposited data were processed for this re-analysis (not part of the article)

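RNA-seq had been performed on MEFs and on MEFs treated with carbidopa, LY-364947 or CHIR-99021 at 10 µM, with 2 libraries per group. The authors mapped the reads to mm10 with STAR and counted them on genes with featureCounts. They deposited the counts of reads per gene for 8 libraries, whole numbers without normalization. Each library's group and replicate number were taken from the sample labels and the paper. No condition was read from the values. The files gave 50578 Ensembl gene identifiers, of which 50354 (99.6%) were found in GENCODE release M21 of GRCm38, the assembly also called mm10. Gene positions are from that annotation, which may not be the release that the authors used.

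Total counts per library ranged from 15039566 to 20504338, and each library's total is given with the data. Reads without molecular identifiers are not independent molecules, so intervals and limits from a count cover counting error only. A count of 0 allows up to 3 reads. A fold against a group whose libraries are all at or under 3 reads was computed against 3 reads and is a lower bound. No pair of replicates was a library deposited more than once, since each pair differed by more than sampling noise.

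The counts were analysed in R 4.3.3. Differences between groups were tested with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood test with group as the only term, all 8 libraries in one fit). Genes with a Benjamini-Hochberg adjusted p under 0.05 are reported as differing. The coefficient of biological variation was 11.0%. For clustering, counts were normalized by the size factors of DESeq2 1.42.0 and transformed as log2(normalized count + 1) over the genes tested, with Euclidean distance and complete linkage. The separation of MEFs was measured as the mean distance from MEF to treated libraries divided by that between different treatments. The tightness of groups was measured as the mean distance within groups divided by that over all other pairs. Both were tested by exact permutation, one-sided. Gene lists were tested with limma 3.58.1 on log2 CPM with voom weights, by camera with a preset inter-gene correlation of 0.01. The test fry and camera with an estimated correlation were run beside it. Adjustment was over all lists and the comparisons with MEF, and separately over the lists and the comparisons between treatments.

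The choice of samples, tests, gene lists, named genes and alternatives was made before the data were examined, apart from those named below as added. The lists were fibroblast, hepatocyte, hepatic progenitor and epithelial, Wnt target, TGF-beta target, aryl hydrocarbon receptor target, adipocyte, macrophage, cell cycle, glycogen and sex-linked genes. The fibroblast and TGF-beta target lists share 4 genes. Itgam of the macrophage list was left out, since the file holds more than 1 Ensembl identifier for it. The genes named are those whose expression the paper reports in these cells and the 3 largest rises and 3 largest falls of each treatment. A rise or a fall qualified with an adjusted p under 0.05, both treated libraries on the same side of both MEF libraries, and a mean of at least 100 normalized counts in the higher group. Up to 3 members of each list with the smallest p and the sex-linked genes were named as well. Retinoic acid response and keratinocyte lists were added after the largest changes had been seen and before the values of their members were read.

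The alternatives were DESeq2's Wald test, DESeq2-type (RLE) size factors in edgeR, no filter on low counts, a filter of at least 10 counts in every library, a fit of the compared groups alone, a replicate block and leaving out each replicate in turn. For clustering they were a variance stabilizing transformation, TMM log2 CPM with a prior count of 2, 1 minus the Pearson correlation as distance, average linkage, the 2000 most variable genes and no filter. With a replicate left out, an arm holds 1 library, so log2 fold changes are given without a p or a call.

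The methods were tested on simulated data with 200 changed genes, drawn from the means, library sizes and dispersions of these libraries. Over 10 simulations, edgeR called 668 of 987 genes changed 2-fold (67.7%) and 874 of 986 genes changed 4-fold (88.6%). There were 97 calls among unchanged genes, 5.92% of all calls. A comparison without any change gave 6 calls among 148382 tests. Groups without change that share the MEF libraries were simulated 20 times, to give the correlation and the distance ratios that chance alone produces.

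Primers of Supplementary Table 9 were matched to the transcripts of GENCODE M21, and the exons of named genes were compared with all other genes in words of 75 bases. The human libraries of Fig. 5f were not analysed here. The qRT-PCR measurements of Fig. 5c, d have no counts here, and their values appear only in the closing section.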

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

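The tests of the TGF-beta target and macrophage lists in this part were chosen only after the results were seen. The test of retinoic acid responsive genes was chosen after Rarb was seen but before the values of the genes in the list were read.

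TGF-beta target genes fell most with carbidopa and LY-364947. The median log2 fold change of the 19 genes was -2.14 with carbidopa, -2.06 with LY-364947 and -0.74 with CHIR-99021 (limma's camera, adjusted p = 1.26e-11, 3.67e-12 and 0.00140). Of the 19 genes, 16, 16 and 12 were lower than in MEFs in edgeR's test, and 2, 2 and 3 were higher. All these calls held under fry. Under an estimated correlation the call for CHIR-99021 did not (adjusted p = 0.122). The list was higher with CHIR-99021 than with carbidopa by a median of 1.00 (camera, adjusted p = 5.82e-16) and than with LY-364947 by 0.93 (3.00e-13), and both differences held under fry and an estimated correlation. A difference between control and treated cultures common to all 3 compounds would lower the list as far with CHIR-99021, unless CHIR-99021 itself raised these genes. The difference of 0.93 shows that CHIR-99021 and LY-364947 did not act alike on the list. With 1 control group, it does not decide whether a common culture difference caused the falls with carbidopa and LY-364947. LY-364947 inhibits the TGF-beta receptor, so a fall with LY-364947 has a candidate explanation in the design. For carbidopa, an effect on TGF-beta signaling may be proposed as a hypothesis. As a whole, the list did not differ between LY-364947 and carbidopa (median -0.0099, camera adjusted p = 0.483). Col1a1 was its only gene called between them, higher with LY-364947 by 1.54 on the log2 scale. An effect of carbidopa and an exposure of its cultures like that of the LY-364947 cultures cannot be told apart by this median. The list holds Acta2, Tagln, Cnn1 and Col1a1, which the fibroblast list also holds. Library size does not follow the pattern, since the CHIR-99021 libraries (16807175 and 16816370 counts) lie near the LY-364947 libraries (17341994 and 17960556).

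Macrophage genes were lower in all treated cells. The median log2 fold change of the 16 genes tested was -1.53 with carbidopa, -1.95 with LY-364947 and -3.64 with CHIR-99021 (limma's camera, adjusted p = 5.91e-12, 3.31e-14 and 2.44e-15). All 16 were lower in each treatment, 15, 15 and 16 of them past the threshold of edgeR's test. CHIR-99021 differed from carbidopa (-1.91, camera adjusted p = 4.00e-17) and from LY-364947 (-1.55, 3.66e-14), and LY-364947 from carbidopa (-0.35, 2.49e-08). These calls held under fry and an estimated correlation. The last difference was in the same direction for 16 of 16 genes, although none of them passed alone and 7 did when adjusted over the list alone. The reads on the 17 genes of the list were 1518 and 1569 CPM in MEFs, 448 and 439 with carbidopa, 328 and 336 with LY-364947 and 116 and 120 with CHIR-99021. The choice between TMM and RLE scaling does not explain the fall, since under RLE size factors the smallest fall of the list's median was -1.56. With carbidopa, RLE moved the median log2 fold change of all tested genes only from 0.037 to 0.0064. It could not have removed the fall, so a larger error of scaling was not tested. Fewer macrophages in the treated cultures is a candidate explanation, and 100 percent of the genes fell as it needs. The falls were uneven: with CHIR-99021, Mrc1 fell by 6.05 on the log2 scale and Cd14 by 0.65. The share of each gene's reads that came from macrophages was not measured, so this does not exclude a smaller number alone. A lower number and a change in the remaining macrophages cannot be told apart, because the pattern had been seen before the test and no cells were counted.

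Cell cycle genes were lower with CHIR-99021. The median log2 fold change of the 24 genes was -1.39 (limma's camera, adjusted p = 1.23e-06), and 19 were lower and 3 higher. The call held under fry but not under an estimated correlation (adjusted p = 0.0548). With carbidopa the median was -0.28 and with LY-364947 -0.23, and neither passed camera (adjusted p = 0.253 and 0.713); the latter was -0.13 without LY-364947 replicate 2. CHIR-99021 was lower than carbidopa by a median of -0.96 (camera, adjusted p = 2.48e-12) and than LY-364947 by -1.08 (3.66e-14), with 23 of 24 genes in this direction in both comparisons. LY-364947 was higher than carbidopa by 0.14 (0.0372), a difference that held neither under fry (0.0750) nor under an estimated correlation (0.376). No technical or biological explanation was tested for this list.

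Rarb, Csn3 and Kcnh1 had the largest rises in all 3 treatments. Rarb rose from 16.0 normalized counts in MEFs to 7294 with carbidopa, 7158 with LY-364947 and 6077 with CHIR-99021, log2 fold changes of 8.82, 8.79 and 8.55 (standard error 0.16 each, edgeR adjusted p = 8.61e-10, 8.87e-10 and 1.14e-09). Csn3 rose by 11.47, 11.58 and 10.84 (standard errors 0.23, 0.24 and 0.23, adjusted p = 1.10e-09, 1.01e-09 and 1.85e-09). Kcnh1 had 3 reads or fewer in each MEF library and was at least 636-fold, 749-fold and 498-fold higher. Reads from other genes are not a likely source, since these 3 genes share 0% of their 75-base words with any other gene. Rarb is a target of its own receptor, and a response to retinoic acid may be proposed as a hypothesis. Of 10 tested genes of the added retinoic acid list, 9 rose in all 3 treatments (90 percent) and Rarg fell in all 3. The median log2 fold changes of this list were 1.82, 1.60 and 1.79 (limma's camera, adjusted p = 1.56e-05, 2.17e-06 and 2.17e-06). Cyp26a1 rose by 7.04, 6.68 and 7.61 and Dhrs3 by 3.97, 3.79 and 3.70. Crabp2, counted among the 9, rose by only 0.029 and 0.015 with carbidopa and LY-364947 and by 1.77 with CHIR-99021. The list shows that such genes rose, and does not show where a retinoid would have come from. Since the compounds share this response, a difference between control and treated cultures other than the compounds stays open, as does an action common to the compounds.

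The largest falls by fitted log2 fold change were those of 1700047I17Rik2, Aspn and C1qtnf3 with carbidopa, Aspn, C1qtnf3 and Reg1 with LY-364947, and Slc5a7, 1700047I17Rik2 and Gm37401 with CHIR-99021. For the genes with 0 reads in the treated libraries the fitted value is no measured fold, so their rank among the falls is uncertain. The log2 fold change of Aspn was -11.04 with carbidopa and -10.39 with LY-364947 (edgeR adjusted p = 2.78e-09 and 3.34e-09), and that of C1qtnf3 -9.78 and -9.97 (9.13e-10 and 1.01e-09). With 0 reads in both treated libraries, Reg1 was at least 25.1-fold lower with LY-364947, and Slc5a7 at least 291-fold and Gm37401 at least 39.2-fold lower with CHIR-99021. The call for Gm37401 was lost in DESeq2's test (adjusted p = 0.0503). It is annotated as antisense, and the paper's text does not state that the counting used strand, so its reads could belong to the gene on the other strand. 1700047I17Rik2 was at least 197-fold lower with carbidopa and with CHIR-99021. Its counts are uncertain, because it shares 100% of its 75-base words with Fam177a. Its normalized counts also differed between replicates, at 1020 and 548 in MEFs and at 584 and 0 with LY-364947. The other genes of this paragraph share 0% of their words with another gene.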

How the results depend on the processing

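No test in this part was chosen after its result was seen. The alternatives were set before the results, except for the added lists. The counts of genes that differ from MEF kept within 1.5 times the main count under every alternative. Carbidopa gave 4209 to 6421 genes, LY-364947 3965 to 6946 and CHIR-99021 5085 to 7606. Of the genes called in the main test, at least 73.1% were called again against MEF, and every shared call had the same direction. With each replicate left out in turn, 100% of the genes called in each of the 6 comparisons kept their sign.

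Comparisons between treatments moved more. LY-364947 against carbidopa gave 329 genes without a filter on low counts (201 higher, 128 lower), 15 with DESeq2 (9 higher, 6 lower) and 0 with only the compared groups in the fit, where 566 genes had an unadjusted p under 0.05. The 2 genes of the main test were among the 329 and the 15. In the fit of the compared groups alone, CHIR-99021 against carbidopa gave 1027 genes (402 higher, 625 lower) and CHIR-99021 against LY-364947 3673 (1810 higher, 1863 lower). The carbidopa replicates differ most, which may widen the spread in a fit that holds them; this was not tested. Without a filter, 26825 genes were tested in place of 15154. The share of higher genes among those called was never moved by over 10 percentage points by the other scaling (RLE).

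The ratio of distances that separates MEFs from treated cells was 1.68 without carbidopa replicate 2 and 1.86 without CHIR-99021 replicate 1, the lowest and the highest of the 8 fits that each left out one replicate. The ratio for the 4 groups ran from 0.482 to 0.606. The other clustering alternatives moved the ratios further. The MEF ratio ran from 1.40 without a filter to 3.10 with 1 minus the Pearson correlation, and the ratio for the 4 groups from 0.752 without a filter to 0.279 with 1 minus the Pearson correlation. The correlation of log2 fold changes was 0.693 (carbidopa and LY-364947), 0.671 (carbidopa and CHIR-99021) and 0.668 (LY-364947 and CHIR-99021) without a filter, and 0.736, 0.718 and 0.711 with DESeq2, which also covers genes of low counts. It was 0.945 for carbidopa and LY-364947 with at least 10 counts in every library, which leaves 12787 genes.

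Of the 30 tests of gene lists against MEF, 10 passed camera and 21 passed fry. All 10 held under fry and 8 under an estimated correlation. Of 8 calls between treatments, 7 held under each. The hepatocyte list holds 1 tested gene, Trf. Without a filter, where the other genes enter, its median was 0.32 with carbidopa and 1.08 with CHIR-99021. Camera called neither (adjusted p = 0.430 and 0.478). With replicates left out, Trf ran from 0.54 to 1.02 with carbidopa and from -1.01 to -0.31 with CHIR-99021. The median of the hepatic progenitor and epithelial list with CHIR-99021 was -0.059 with at least 10 counts in every library and 0 without a filter. That of the adipocyte list was -0.045 and 0, and that of the Wnt target list 0 without a filter. Each of these lists had no call in the main test, and the cause of these changes was not tested. For Eif2s3y and carbidopa, where the main log2 fold change is near 0, the sign reversed without a filter (0.019). Among the other changes, 11 list results passed under fry alone, and 2 lost their call under the estimated correlation. A single named gene gained a call (Kdm5d, LY-364947, in the fit of the compared groups) and another lost it (Gm37401, CHIR-99021, DESeq2). With a replicate left out, 81 of the values of named genes moved by more than the spread between replicates.

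Replicate numbers share only a number in these labels. The deviations of same-numbered libraries from their group means correlated by -0.14 to 0.11 across groups. With the replicate number as a block, 5473, 4424 and 5722 genes differed from MEF with carbidopa, LY-364947 and CHIR-99021, 2 differed between LY-364947 and carbidopa, 2010 between CHIR-99021 and carbidopa and 1973 between CHIR-99021 and LY-364947. The log2 fold change of Eif2s3y with carbidopa was 0.0040 under the block.

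Alb, Hnf4a and the Cyp genes had 13 reads or fewer in each library. The ratio of the pooled reads of Alb to those in MEFs, relative to library size, was 4.41 with carbidopa (exact 95% confidence interval 0.998 to 40.2), 7.12 with LY-364947 (1.70 to 63.3) and 5.44 with CHIR-99021 (1.23 to 49.6). For Hnf4a these were 2.94 (0.808 to 16.1), 5.01 (1.47 to 26.4) and 4.18 (1.18 to 22.5). These intervals cover counting error only.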

Differences from the paper's values

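The test of Cyp1a2 in this part was chosen only after its values were seen. The paper's values are qRT-PCR folds against MEF from its supplementary tables, and their errors are the SD of 2 samples. The values set beside them are RNA-seq folds of the fitted log2 change, or ratios of pooled reads for Alb and Hnf4a. The bases are unlike: the RNA-seq folds are scaled by library, and the paper lists beta-actin primers for its qRT-PCR. A time of treatment is stated for the qRT-PCR but not for the RNA-seq. A change of Actb and the primers without an exact match, named at the end, were not tested as causes of a gap.

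For Acta2, the paper's fold with carbidopa is 0.46 (SD 0.0707) and the RNA-seq fold is 0.0439; with LY-364947 the paper's fold is 0.19 (SD 0.0566) and the RNA-seq fold is 0.0502. For Wisp2, the paper's folds are 0.66 (SD 0.0707) with carbidopa, 0.09 (SD 0.0283) with LY-364947 and 0.165 (SD 0.0778) with CHIR-99021, and the RNA-seq folds are 0.0146, 0.0383 and 0.0580. All these values lie below 1. Acta2 with CHIR-99021 lay within the error of the paper's fold (0.041, SD 0.0552), at 0.0554. So did Cyp1a1 with LY-364947 (3.73, SD 1.84, against 3.60) and with carbidopa (9.93, SD 8.90, against 2.61). For Cyp1a1, the paper's fold with CHIR-99021 is 23.2 (SD 1.71) and the RNA-seq fold is 3.80. None of the alternatives set before the data were examined that keep all libraries and give a value closed any of these gaps: RLE size factors, no filter on low counts, the replicate block, the fit of the compared groups alone and DESeq2. The last but one gives no value for Cyp1a1. With DESeq2, for example, the fold of Acta2 with carbidopa was 0.0433 and that of Cyp1a1 with CHIR-99021 was 3.75. Leaving out single libraries did not close the gaps of Acta2 and Wisp2. The value of Cyp1a1 rests on one MEF library, since the MEF libraries hold 4 and 0 reads. Without MEF replicate 2 its log2 fold change with CHIR-99021 was 0.86. Without MEF replicate 1 no MEF read is left. The fitted log2 fold change of 6.36 is then no measured fold and cannot be set against the paper's value.

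The paper reports higher Alb, Hnf4a, Cyp1a1 and Cyp2a1 in treated cells. With CHIR-99021 the paper's folds are 216 (SD 7.41) for Alb and 41.1 (SD 2.82) for Hnf4a. The ratios of pooled reads were 5.44 (exact confidence interval 1.23 to 49.6) and 4.18 (1.18 to 22.5). Both of the paper's folds lie above these intervals, which cover counting error only. With carbidopa and LY-364947 the paper's folds are 18.1 and 16.7 for Alb and 10.6 and 7.24 for Hnf4a. These lie within the intervals of the pooled ratios. In the RNA-seq, Alb and Hnf4a were above MEF in every treated library, with 5 to 10 reads against 0 to 2. Neither passed an adjusted p under 0.05 without a filter (0.0569 to 0.348) or with DESeq2, where the adjusted p was 0.185 to 0.417 and none was given for Alb with carbidopa. Cyp1a1 did not pass in the main test (adjusted p = 0.329, 0.209 and 0.166) or under any alternative that tests it (0.0968 to 0.478). No gene is listed as Cyp2a1, and Cyp2a4 did not pass without a filter (0.439 to 0.886). The primers that the paper lists for Cyp2a1 match Cyp1a2, a gene named after its values were seen. Cyp1a2 had 0 reads in both MEF libraries and 4 to 10 in each treated library. It passed without a filter with all 3 compounds (adjusted p = 0.0240, 0.00437 and 0.00505) and in DESeq2 with LY-364947 and CHIR-99021 (0.0295 and 0.0293). It was at least 1.15-fold, 1.97-fold and 1.81-fold higher with carbidopa, LY-364947 and CHIR-99021.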

Other observations

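The tests of power, of a mistaken culture by the macrophage list, of a culture difference common to the treatments and of the share of female cells in this part were chosen only after the results were seen. The tests of shared noise, GC content and gene length, the hepatocyte genes, the keratinocyte genes and a mistaken culture by departures across genes were chosen before the values they measure were read.

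The LY-364947 and carbidopa libraries differed in 2 genes at an adjusted p under 0.05. CHIR-99021 against carbidopa, with the same carbidopa libraries in the same fit, gave 2227 genes, but a comparison with larger differences does not measure the power for small ones. The macrophage list differed between LY-364947 and carbidopa without any of its genes being called, and 9.02% of the genes tested had an unadjusted p under 0.05, so differences too small to call may be part of this result. In the simulations with 200 changed genes, 67.7% of 2-fold and 88.6% of 4-fold changes were called. Those rates are for LY-364947 against MEF, with the same dispersion of a gene in every group. The carbidopa replicates differ most in the data, so the rates need not hold for LY-364947 against carbidopa. Too little power and a lack of differences therefore cannot be told apart. Carbidopa replicate 2 was closer to LY-364947 replicate 2 (51.4) than to carbidopa replicate 1 (69.4). A candidate explanation is that this library comes from an LY-364947 culture. The departures of the carbidopa libraries from the LY-364947 libraries were then expected to be uncorrelated across genes. Their correlation was 0.0525 in one assignment of the LY-364947 replicates and 0.277 in the other, after trends with GC content and length were removed, over 10459 genes. The assignments give opposite answers, so this test does not decide. The macrophage list was then used, after it had been seen to differ between these treatments with carbidopa replicate 2 included. Over its 16 genes, carbidopa replicate 2 lay above the LY-364947 libraries by a median log2 difference of 0.39 (replicate 1) and 0.34 (replicate 2), as carbidopa replicate 1 did (0.33 for each). Within a replicate pair the median difference was at most 0.046. All of 10000 random lists of genes with the same mean counts gave a smaller value than 0.34. They were not chosen for a difference as the macrophage list was, so this rank is no independent test. A difference of 0.34, against at most 0.046 within a replicate pair, still argues against a mistaken culture. The library is reported as carbidopa, as in the labels and the paper. No biological explanation was tested for the small difference between these compounds.

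The widest replicate distance, that of the carbidopa libraries, was 64.6 in place of 69.4 once trends with GC content and gene length were removed. The other replicate pairs were then 50.8 to 57.1 apart, which argues against these trends as the whole cause.

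The 3 treatments shared most of their change from MEF. Noise of the shared MEF libraries gave correlations of at most 0.570 in 20 simulations, below the observed 0.843 to 0.912. With trends with GC content and gene length removed, the smallest correlation was still 0.844. These values argue against both as the cause. In all 3 treatments, 3246 genes were called in the same direction, and 38 others were called in all 3 with directions that differ. A response common to the compounds and a difference between control and treated cultures other than the compounds, such as culture time or vehicle, cannot be told apart, since the design holds 1 control group.

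The sum of the reads on hepatocyte genes was higher in treated cells, although the reads were few and the genes did not all rise. The 19 genes of the list with reads, Trf left out, had a pooled ratio of treated to MEF CPM of 1.90 (1.84 with carbidopa, 2.00 with LY-364947 and 1.87 with CHIR-99021). Random lists of genes with the same mean counts had a median ratio of 0.885, and 95% of 10000 such lists lay between 0.475 and 1.59. The list stood at percentile 99.55 of them, and at 97.95 to 99.85 of 2000 lists with each gene left out in turn. The ratio was 1.72 without Alb and 2.56 without Apob. A general rise of barely detected genes is therefore not a sufficient explanation of this sum. The set test did not call the list: limma's camera without a filter, Trf included, gave adjusted p = 0.430 with carbidopa, 0.427 with LY-364947 and 0.478 with CHIR-99021. The percentile describes these 8 libraries, the genes hold a few reads each, and a share of other cells in the cultures was not tested.

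Xist was lower in treated cells, by -1.99, -1.47 and -1.23 on the log2 scale with carbidopa, LY-364947 and CHIR-99021 (standard error 0.12 each, edgeR adjusted p = 8.10e-07, 6.61e-06 and 2.11e-05). All libraries held reads on Xist and on Y-linked genes, so each came from cells of both sexes. A smaller share of female cells may be a cause. It would leave Y-linked genes level or raise them. Their median log2 fold changes over 4 genes were -0.08, -0.04 and -0.24. Ddx3y was lower in all 3 treatments (-0.50, -0.38 and -0.53), and the other genes were not called. A smaller female share and a lower level of Xist in female cells cannot be told apart, because a median near 0 over genes that go both ways does not decide.

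Keratin genes stood out in the carbidopa libraries when the counts were read. Krt1 had 58 and 91 reads there and 0 in every other library, and Flg had 49 and 27 and 0. Krt5 had 16 and 30 reads with carbidopa and Krt14 had 18 and 78, against at most 2 in every other library. Skin cells or their RNA in the carbidopa cultures or libraries are a candidate explanation. Of 20 keratinocyte genes listed before their values were read, 3 (Krtdap, Dsg1a and Dmkn) had over 3 reads in both carbidopa libraries and at most 3 in every other library. No other pair of replicates had such a gene. Dmkn, the highest of them, had 13 and 16 reads. Of the abundant genes of the list, Perp, Sbsn, Ivl, Sprr1a, Casp14 and Sfn had over 3 reads in MEFs too. Ivl had 23 and 22 reads in MEFs and 288 to 552 in the libraries of all 3 treatments. Sprr1a had 44 and 57 in MEFs and 1315 to 1675 in treated libraries, while Casp14 had 22 and 33 and 5 to 23. With 3 of 20 genes and few reads, skin RNA and expression in the treated cells cannot be told apart. Among the 7 genes of the list that could be tested, the median log2 fold change was 0.93 with carbidopa, 0.43 with LY-364947 and 0.49 with CHIR-99021 (limma's camera, adjusted p = 0.00782, 0.0699 and 0.0295).

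Besides the hepatic progenitor and epithelial list, whose values are given with the hepatocyte genes, lists without a call by camera against MEF were as follows. The median log2 fold change of the 15 tested Wnt target genes was -0.35 with carbidopa, -0.27 with LY-364947 and -0.20 with CHIR-99021 (adjusted p = 0.117, 0.253 and 0.486), and the last was 0.11 without MEF replicate 1 and -0.32 without MEF replicate 2. In this list Lgr5 had log2 fold changes of -9.49, -9.11 and -9.02, and Tcf7 rose with CHIR-99021 by 3.08 (standard error 0.34, edgeR adjusted p = 5.86e-05). For 9 aryl hydrocarbon receptor target genes, the medians were 0.47, 0.48 and -0.30 (adjusted p = 0.816, 0.879 and 0.713). The first was 0.01 without carbidopa replicate 1 and 0.30 without carbidopa replicate 2, and the last -0.55 without CHIR-99021 replicate 2. For 15 adipocyte genes they were 0.39, 0.18 and 0.18 (0.655, 0.713 and 0.730). The value for LY-364947 was 0.33 without LY-364947 replicate 1, 0.27 without MEF replicate 1 and 0.28 without MEF replicate 2. That for CHIR-99021 was -0.03 without MEF replicate 2, 0.34 without MEF replicate 1, 0.01 without CHIR-99021 replicate 1 and 0.32 without CHIR-99021 replicate 2. For 15 glycogen genes they were -0.14, 0.16 and 0.22 (0.856, 0.695 and 0.695). The first was -0.05 without carbidopa replicate 2, and that for LY-364947 was 0.09 without LY-364947 replicate 1. For the 5 sex-linked genes they were -0.15, -0.06 and -0.30 (0.253, 0.486 and 0.148). These were -0.07 and -0.24 without carbidopa replicates 1 and 2, -0.13 without MEF replicate 1 and -0.26 and -0.0017 without LY-364947 replicates 1 and 2, and -0.17 without CHIR-99021 replicate 1. The Wnt target, adipocyte and sex-linked lists passed fry in each treatment, the cell cycle list passed it with carbidopa, and the glycogen list with LY-364947. With genes that go both ways, a median near 0 says little.

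Several primers of Supplementary Table 9 had no exact match in the transcripts of the expected gene. The reverse primers of Wisp2 and Alb and the forward primer of Actb matched no transcript. The reverse primer of Actb also matched Lrrc58 and Gm15725. Both primers given for Cyp2a1 matched Cyp1a2 (chromosome 9, 57676937 to 57683703) and no Cyp2a gene.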
